# Genomic analyses of early responses to radiation inglioblastoma reveal new alterations at transcription,splicing, and translation levels

**DOI:** 10.1038/s41598-020-65638-1

**Published:** 2020-06-02

**Authors:** Saket Choudhary, Suzanne C. Burns, Hoda Mirsafian, Wenzheng Li, Dat T. Vo, Mei Qiao, Xiufen Lei, Andrew D. Smith, Luiz O. Penalva

**Keywords:** Cancer, DNA damage and repair, Non-coding RNAs, Transcriptomics, Translation, Cancer genomics, Functional genomics, RNA splicing, Cancer, Genetics, Molecular biology, Oncology

## Abstract

High-dose radiation is the main component of glioblastoma therapy. Unfortunately, radio-resistance is a common problem and a major contributor to tumor relapse. Understanding the molecular mechanisms driving response to radiation is critical for identifying regulatory routes that could be targeted to improve treatment response. We conducted an integrated analysis in the U251 and U343 glioblastoma cell lines to map early alterations in the expression of genes at three levels: transcription, splicing, and translation in response to ionizing radiation. Changes at the transcriptional level were the most prevalent response. Downregulated genes are strongly associated with cell cycle and DNA replication and linked to a coordinated module of expression. Alterations in this group are likely driven by decreased expression of the transcription factor FOXM1 and members of the E2F family. Genes involved in RNA regulatory mechanisms were affected at the mRNA, splicing, and translation levels, highlighting their importance in radiation-response. We identified a number of oncogenic factors, with an increased expression upon radiation exposure, including BCL6, RRM2B, IDO1, FTH1, APIP, and LRIG2 and lncRNAs NEAT1 and FTX. Several of these targets have been previously implicated in radio-resistance. Therefore, antagonizing their effects post-radiation could increase therapeutic efficacy. Our integrated analysis provides a comprehensive view of early response to radiation in glioblastoma. We identify new biological processes involved in altered expression of various oncogenic factors and suggest new target options to increase radiation sensitivity and prevent relapse.

## Introduction

Glioblastoma is the most common intracranial malignant brain tumor with an aggressive clinical course. Standard of care entails maximally safe resection followed by radiotherapy with concomitant and adjuvant temozolomide as described in the landmark European Organization for Research and Treatment of Cancer (EORTC) Brain Tumor and Radiotherapy Groups and the National Cancer Institute of Canada study^1^. Adjuvant radiation therapy is commonly delivered 4–6 weeks after maximally safe resection.. Nonetheless, the median overall survival remains approximately 16 months^1,2^, and the recent addition of tumor-treating fields to the standard of care has only increased median overall survival to 20.5 months^1^. Recurrence occurs in part because glioblastoma uses sophisticated cellular mechanisms to repair DNA damage from double-stranded breaks caused by ionizing radiation, specifically homologous recombination and non-homologous end-joining. Thus, the repair machinery confers a mechanism for resistance to radiation therapy. Ionizing radiation can also cause base damage and single-strand breaks, which are repaired by base excision and single-strand break repair mechanisms, respectively^3^. A comprehensive analysis of molecular mechanisms driving resistance to chemotherapy and radiation is required to surpass major barriers and advance treatments for glioblastoma.

The Cancer Genome Atlas (TCGA) was instrumental in improving the classification and identification of tumor drivers^4^, but its datasets provide limited opportunities to investigate radiation response. Thus, studies using cell and murine models are still the best alternatives to evaluate radiation response at the genomic level. The list of biomarkers associated with radiation resistance in glioblastoma is still relatively small. Among the most relevant are FOXM1^5,6^, STAT3^6^, L1CAM^7^, NOTCH1^8^, RAD51^9^, EZH2^10^, CHK1/ATR^11^, COX-2^12^, and XIAP^13^. Dissecting how gene expression is altered by ionizing radiation is critical to identify possible genes and pathways that could increase radio-sensitivity. A few genomic studies^14–16^ have explored this question, but these analyses were restricted to describing changes in transcription.

Gene expression is regulated at multiple levels, and RNA-mediated mechanisms such as splicing and translation are particularly relevant in cancer biology. A growing number of inhibitors against regulators of splicing and translation are being identified^17^. Splicing alterations are a common feature across cancer types and affect all hallmarks of cancer^18^. Numerous splicing regulators display altered expression in glioblastoma (e.g. PTBP1, hnRNPH, and RBM14) and function as oncogenic factors^19^. Importantly, a genome-wide study using patient-derived models revealed that transformation-specific depended on RNA splicing machinery. The SF3b-complex protein PHF5A was required for glioblastoma cells to survive, but not neural stem cells (NSCs). Moreover, genome-wide splicing alterations after PHF5A loss appear only in glioblastoma cells^20^. Translation regulation also plays a critical role in glioblastoma development. Many translation regulators such as elF4E, eEF2, Musashi1, HuR, IGF2BP3, and CPEB1 promote oncogenic activation in glioblastoma, and pathways linked to translation regulation (e.g., mTOR) promote cancer phenotypes^21^.

To elucidate expression responses to radiation, we conducted an integrated study in U251 and U343 glioblastoma cell lines covering transcription (mRNAs and lncRNAs), splicing, and translation. We determined that the downregulation of FOXM1 and members of the E2F family are likely the major drivers of observed alterations in cell cycle and DNA replication genes upon radiation exposure. Genes involved in RNA regulatory mechanisms were particularly affected at the transcription, splicing, and translation levels. In addition, we identified several oncogenic factors and genes associated with poor survival in glioblastoma that displayed increased expression upon radiation exposure. Importantly, many have been implicated in radio-resistance, and therefore, their inhibition in combination with radiation could increase therapy efficacy.

## Results

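RNA-seq of polyadenylated RNA was run on 17 libraries of 2 glioblastoma cell lines, U251 and U343, that received 5 Gy of X-rays. Cells were collected unirradiated (T0), 1 hour (T1) and 24 hours (T24) after exposure, with 3 libraries per line and time point except U251 at T0, which had 2. No unirradiated culture was collected at 24 hours, so the effect of radiation and that of a further day in culture enter the T24 comparisons together. The authors aligned the trimmed reads to GRCh38 (GRCh38.p7, GENCODE v25), removed reads from rRNA and tRNA, and deposited the number of reads counted per gene by htseq-count, without normalization; whether the counting used the strand is not stated. The counts over exons were used for expression. The exon total per library was 43892586 and 45242661 in U251 at T0, between 49987573 and 55227415 (median 51617333) at T1 and between 44517113 and 49288411 (median 47156425) at T24. In U343 it was between 45901429 and 63371489 (median 57609336) at T0, between 53014397 and 62631226 (median 60615297) at T1 and between 43852966 and 57586445 (median 50553548) at T24. At this depth 3 counts, the smallest number taken as detected, correspond to 0.0466 to 0.0700 CPM (counts scaled to the TMM-normalized library size), a limit that covers counting error only. The 18882 genes kept by edgeR's filterByExpr were normalized by TMM and fitted with 1 mean for each of the 6 groups of cell line and time point. Each time contrast was averaged over both lines with equal weight and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, at a threshold of 0.05. Log2 fold changes, their standard errors and the adjusted p-values named edgeR adjusted p come from this fit, and CPM are normalized by TMM. Same-numbered libraries share a replicate number across time points. Deviations from the group means of same-numbered RNA-seq libraries had a mean correlation across genes of 0.29 in U343 and 0.0218 in U251, so the numbers pair the U343 libraries but show no pairing in U251, and results with the replicate number as a block are given beside those without it. Gene sets were tested by limma's camera with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 8 sets, and their effect is the mean log2 fold change of the set less that of all other genes tested. Coordinates are those of GENCODE v44 on GRCh38, matched by gene identifier.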

We collected samples from U251 and U343 glioblastoma cells at 0 (T0), 1 hour (T1), and 24 hours (T24) post irradiation and identified all the alterations at mRNA, splicing, and translation levels (Supplementary Fig. S1A). 

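Principal components were computed on log2 CPM with a prior count of 1, over 18882 genes for the 17 RNA-seq libraries and 12535 genes for the 17 Ribo-seq libraries. The first component held 84.4% of the variance in RNA-seq and 87.1% in Ribo-seq, and the second held 3.60% and 3.34%. Cell line accounted for a share of 0.999 of the variance along the first component in RNA-seq and 0.999 in Ribo-seq. Time point accounted for a share of 0.914 of the variance along the second component in RNA-seq and 0.884 in Ribo-seq. With the 500 genes of highest variance in place of all genes, the second component held 0.311% of the variance in RNA-seq and 0.403% in Ribo-seq.

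**Figure D1:**
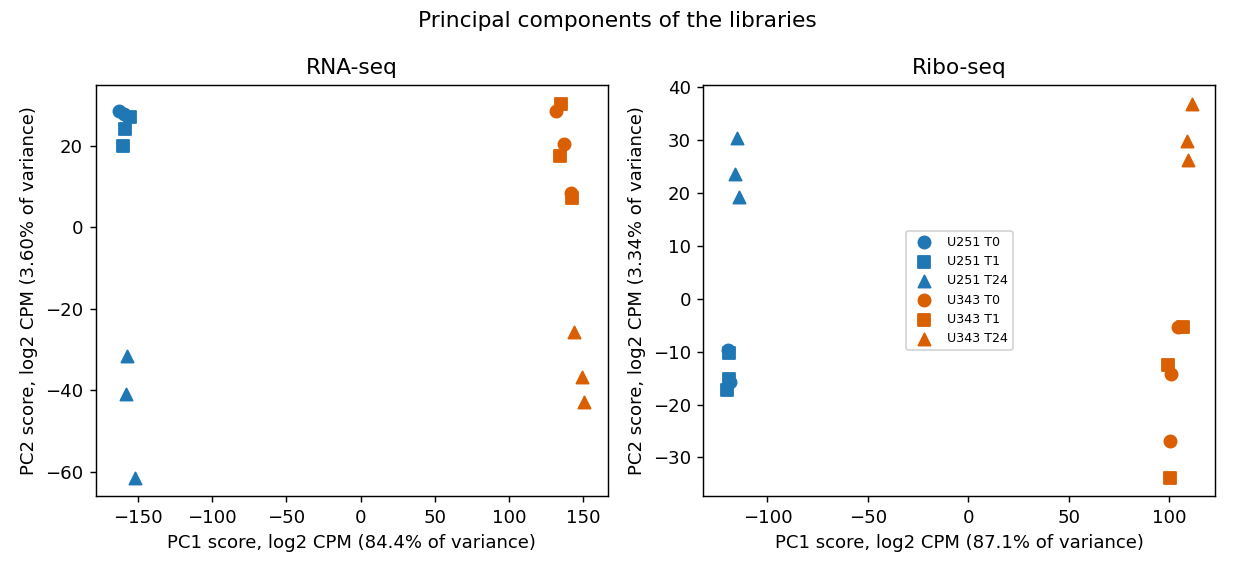
First and second principal components of log2 CPM for RNA-seq and for Ribo-seq, with the share of variance on each axis and 1 point per library, 17 in each assay, marked by cell line and time point. The lines separate along the first component, and T24 separates from T0 and T1, which overlap, along the second.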

A Principal Component Analysis (PCA) performed on RNA-Seq and Ribo-Seq read counts revealed that most variation can be explained by the cell type along the first principal component, while radiation time-related changes were captured along the second principal component (Supplementary Fig. S1B). The distribution of fragment lengths for ribosome footprints was enriched in the 28–30 nucleotides range (Supplementary Fig. S2). while the Ribo-seq metagene profiles exhibit high periodicity within the coding domain sequence (CDS) as expected since ribosomes traverse three nucleotides at a time (Supplementary Fig. S3). 

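Between replicates of the same cell line and time point, Pearson's correlation of log2 CPM across genes ranged from 0.984 to 0.989 over the 16 pairs of RNA-seq libraries (median 0.987) and from 0.972 to 0.991 over the 16 pairs of Ribo-seq libraries (median 0.987). These correlations are across genes, which are not independent replicates. Replicates differed by more than counting noise, with a chi-square statistic per gene of 11.3 to 62.3 in RNA-seq and 7.74 to 31.4 in Ribo-seq, where counting noise alone gives about 1.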

All the replicates in each condition show high level of similarity (Supplementary Fig. S1B and S4A).

### Changes in global transcriptome profile in response to radiation

We first conducted an integrated analysis to evaluate the early impact of radiation on the expression profile of U251 and U343 GBM lines. Using this approach, we focus on genes undergoing up regulation or downregulation post irraditaion after adjusting for cell line differences (See Methods). 

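Between T0 and T1, 8 genes rose and 5 fell with an edgeR adjusted p-value under 0.05, among 18882 tested, where 1007 had an unadjusted p-value under 0.05. All 13 changed in the same direction in each of the 5 same-numbered pairs of T0 and T1 libraries. 21 genes rose and 27 fell with the replicate block, and all 13 genes called without the block were among them. DESeq2's Wald test of the same averaged contrast moved these counts the most, to 23 genes up and 60 down. The only gene of the 13 that changed by more than 1 log2 unit was FOSB (ENSG00000125740, chromosome 19 from 45467995 to 45475179), with a log2 fold change of 1.07 (standard error 0.15, edgeR adjusted p = 0.0107). The other 4 of the 5 largest increases were SMAD7 at 0.87, GADD45A at 0.80, NFKBIA at 0.63 and IER5 at 0.57. The genes that fell were ZNF471 at -0.73, ZFP62 at -0.56, RSBN1 at -0.52, ZC3H10 at -0.50 and ZNF691 at -0.49. Of the 15 fits that each left out 1 library, the number that no longer passed the threshold was 8 for ZNF691, 6 for ZC3H10, 4 for SMAD7, 4 for NFKBIA, 4 for ZNF471, 3 for GADD45A, 2 for RSBN1 and 1 for ZFP62. Of the genes that Supplementary Table S1 of the paper lists for this comparison, all 23 upregulated and all 60 downregulated genes had the listed direction here, 8 and 5 of them with an adjusted p-value under the threshold over all genes tested, and 23 and 60 with adjustment over each list alone, a count that shows no stability since the lists were drawn from these libraries.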

A relatively small number of genes displayed altered expression at T1 (Supplementary Fig. S4B,C). 

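Genes with a zinc finger symbol, chosen by name and not by their change, numbered 505 among those tested. Between T0 and T1, 352 of them had a negative log2 fold change and 153 a positive one. Their effect as a set was -0.11 on the log2 scale (camera adjusted p = 1.03e-11), and -0.095 with the replicate block (camera adjusted p = 1.72e-10). Over the 15 fits that each left out 1 library, the effect stayed between -0.12 and -0.086. The paper reports lower zinc finger genes at T1 from these same libraries, so the p-values of this set are not independent of that report. Single genes moved by little against their error, so that 3 of the 505, ZNF471, ZFP62 and ZNF691, passed an edgeR adjusted p-value of 0.05. The largest of these decreases was that of ZNF471 (ENSG00000196263, chromosome 19 from 56507850 to 56530221), which had 4.32 ± 0.0732 CPM (SD, n = 2) at T0 and 2.21 ± 0.367 CPM (SD, n = 3) at T1 in U251, and 11.0 ± 1.38 and 7.74 ± 0.478 CPM (SD, n = 3) in U343. Its log2 fold change was -0.73 (standard error 0.11, edgeR adjusted p = 0.0190).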

Downregulated genes are mainly involved in transcription regulation and include 18 zinc finger transcription factors displaying high expression correlation in glioblastoma samples from TCGA (Supplementary Table S1). 

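SMAD7 (ENSG00000101665, chromosome 18 from 48919853 to 48950965) had 4.26 ± 0.865 CPM (SD, n = 2) at T0 and 10.4 ± 0.910 CPM (SD, n = 3) at T1 in U251, and 4.59 ± 0.249 and 6.24 ± 0.150 CPM (SD, n = 3) in U343. On average over both lines the log2 fold change was 0.87 (standard error 0.14, edgeR adjusted p = 0.0190) and its edgeR adjusted p-value with the replicate block was 0.0124. ZFP36 (ENSG00000128016, chromosome 19 from 39406847 to 39409412) had 3.32 ± 0.687 CPM (SD, n = 2) at T0 and 6.81 ± 1.05 CPM (SD, n = 3) at T1 in U251, and 2.83 ± 0.537 and 3.25 ± 0.552 CPM (SD, n = 3) in U343. It rose in 4 of the 5 same-numbered pairs, with a log2 fold change of 0.62 (standard error 0.16, edgeR adjusted p = 0.331), and did not pass the threshold with the replicate block either (edgeR adjusted p = 0.114). FBXW7 (ENSG00000109670, chromosome 4 from 152320544 to 152536092) had 19.3 ± 0.743 CPM (SD, n = 2) at T0 and 19.6 ± 1.95 CPM (SD, n = 3) at T1 in U251, and 13.3 ± 1.23 and 20.9 ± 0.963 CPM (SD, n = 3) in U343. The log2 fold change averaged over the lines was 0.34 (standard error 0.078, edgeR adjusted p = 0.186), from 0.021 in U251 and 0.66 in U343, and the edgeR adjusted p-value was 0.0280 in U343 alone and 0.133 with the replicate block. PLK3 (ENSG00000173846, chromosome 1 from 44800377 to 44805990) had 10.6 ± 0.701 CPM (SD, n = 2) at T0 and 17.8 ± 1.85 CPM (SD, n = 3) at T1 in U251, and 12.9 ± 3.93 and 19.3 ± 4.17 CPM (SD, n = 3) in U343. It rose in all 5 pairs, with a log2 fold change of 0.67 (standard error 0.16, edgeR adjusted p = 0.236), and passed the threshold with the replicate block (edgeR adjusted p = 0.00307). BTG2 (ENSG00000159388, chromosome 1 from 203305491 to 203309602) had 19.9 ± 0.267 CPM (SD, n = 2) at T0 and 14.3 ± 2.48 CPM (SD, n = 3) at T1 in U251, and 51.4 ± 13.1 and 159.9 ± 18.1 CPM (SD, n = 3) in U343. Its change did not pass the threshold in U251, with a log2 fold change of -0.48 (edgeR adjusted p = 1.00), and it rose in U343, with a log2 fold change of 1.64 (edgeR adjusted p = 0.00128). The difference between the lines was 2.12 (edgeR adjusted p = 0.0175; 0.00131 with the replicate block), and the averaged log2 fold change was 0.58 (standard error 0.14, edgeR adjusted p = 0.237), or 0.67 with the replicate block (edgeR adjusted p = 0.00933). Of these 5 genes, SMAD7 alone passed the threshold in the averaged contrast without the block, and lost significance in 4 of the 15 fits that each left out 1 library. DESeq2's Wald test of the same contrast put all 5 past it.

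**Figure D2:**
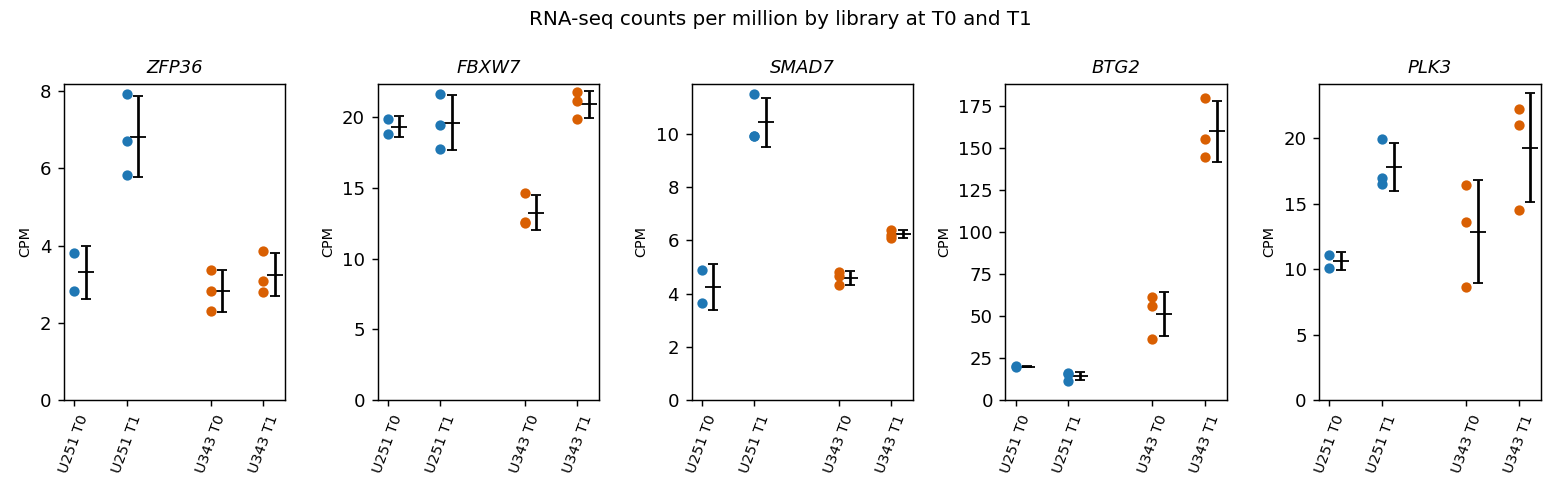
CPM of ZFP36, FBXW7, SMAD7, BTG2 and PLK3 at T0 and T1 in U251 and U343, with 1 point per library (n = 2 for U251 at T0, n = 3 elsewhere) and the mean with its SD. BTG2 is lower at T1 than at T0 in U251 and higher in U343, and the other 4 genes have a higher mean at T1 in both lines.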

Upregulated sets contain genes implicated in cell cycle arrest, apoptosis, and stress such as ZFP36, FBXW7, SMAD7, BTG2, and PLK3 (Supplementary Table S1).

Since many alterations were observed when comparing the T1 vs. T24 time points (Supplementary Table S1 and Supplementary Fig. S4C), we opted to focus on genes showing the most marked changes (log_2_ fold-change >1.0 or <−1.0 and adjusted p-value < 0.05) to identify biological processes and pathways most affected at the T24 time point. 

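Between T1 and T24, 2834 genes rose and 2920 fell with an edgeR adjusted p-value under 0.05, among 18882 tested. Of these, 486 rose and 131 fell by more than 1 log2 unit, and 1688 rose and 1715 fell in each of the 6 same-numbered pairs. Over 1999 genes that the paper lists as upregulated, its log2 fold changes had a median ratio of 2 to DESeq2's contrast averaged over both lines. A limit of 1 log2 unit is therefore stricter here than in the paper. 3837 genes rose and 3614 fell with the replicate block, and 5739 of the 5754 genes called without the block were among them; by more than 1 log2 unit, 588 rose and 148 fell. The number of genes called depended most on which line was read. U251 alone gave 2083 genes up and 1525 down, and U343 alone 1461 up and 2305 down. The change differed between the lines at 1432 genes, higher in U343 at 321 of them and lower at 1111, and at 3063 genes with the replicate block. Between T0 and T24, 2533 genes rose and 2643 fell, and 3428 and 3233 with the replicate block. The median log2 fold change over all genes tested was 0.0215 between T1 and T24.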

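The largest decreases between T1 and T24, among genes that fell in each of the 6 same-numbered pairs with a mean log2 CPM above 1, were those of FAF1, RRM2, ID1, TMPO-AS1 and IL6. RRM2 (ENSG00000171848, chromosome 2 from 10120698 to 10211725), which encodes a subunit of ribonucleotide reductase, had 522 ± 52.5 CPM at T1 and 323 ± 16.2 at T24 in U251, and 243 ± 17.9 and 48.1 ± 14.6 in U343 (SD, n = 3). Averaged over both lines, its log2 fold change was -1.52 (standard error 0.11, edgeR adjusted p = 6.22e-07), from -0.69 in U251 and -2.34 in U343. ID1 had a log2 fold change of -1.51 (standard error 0.25, edgeR adjusted p = 2.64e-04), TMPO-AS1 one of -1.41 and IL6 one of -1.35. FAF1 had 40.8 ± 4.97 CPM at T1 and 30.8 ± 1.71 at T24 in U343 (SD, n = 3), a log2 fold change of -0.41 in that line (edgeR adjusted p = 0.0300). In U251 none of its libraries at T1 or T24 held more than 3 counts, so the averaged value of -2.24 has no determined size. TMPO-AS1 lies antisense to TMPO, and reads of overlapping genes on opposite strands are not told apart where counting ignores the strand.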

Top enriched GO terms and pathways among downregulated genes include chromatin remodeling, cell cycle, DNA replication, and repair (Fig. 1A). 

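All 47 genes of the network of Fig. 1C had a negative log2 fold change between T1 and T24 and an edgeR adjusted p-value under 0.05, and all 47 also passed it with the replicate block. Their log2 fold changes ran from -0.90 to -0.52 with a median of -0.61. Read in 1 line at a time, 47 of 47 fell in U251, 38 of them past the threshold, and 47 fell in U343, 45 past it. The largest decreases were those of ALYREF, NDC1 and TOE1. NDC1 (ENSG00000058804, chromosome 1 from 53765478 to 53838463) had 169 ± 21.2 CPM at T1 and 121 ± 3.99 at T24 in U251, and 58.6 ± 6.05 and 23.9 ± 4.10 in U343 (SD, n = 3), a log2 fold change of -0.89 (standard error 0.085, edgeR adjusted p = 3.62e-06). TOE1 had a log2 fold change of -0.85. The decreases of NDC1, -0.48 in U251 and -1.30 in U343, differed (edgeR adjusted p = 0.00663; 2.14e-04 with the replicate block), and those of TOE1, -0.57 in U251 and -1.13 in U343, with the replicate block alone (edgeR adjusted p = 0.00327, against 0.0921 without it). The network was drawn by the paper from genes called on these same libraries, so these counts describe the genes and show no stability.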

Additionally, we identified several GO terms associated with mRNA metabolism, decay, translation, and ncRNA processing, suggesting active participation of RNA-mediated processes in radio-response (Fig. 1B). Network analysis indicated the set of genes in these categories is highly interconnected (Fig. 1C and Supplementary Table S2).

**Figure 1:**
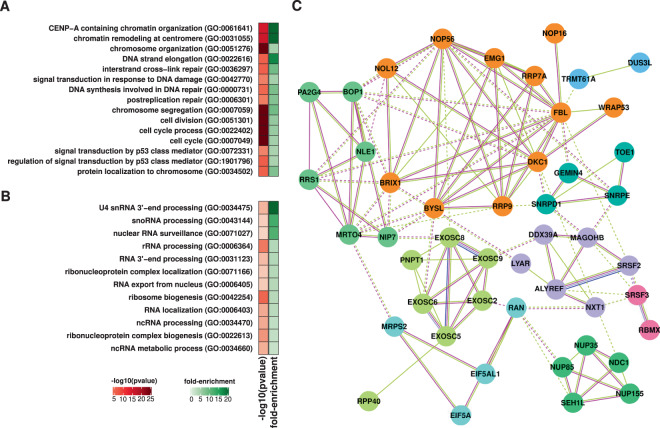
Characteristics of downregulated genes at 24 hours (T24) after radiation exposure in glioblastoma cell lines. (**A**) Enriched gene ontology related to cell cycle, DNA replication, and repair among downregulated genes. (**B**) RNA-related Gene Ontology (GO) terms enriched among downregulated genes summarized using REVIGO^97^. (**C**) Protein-protein interaction network, according to STRING^98^ showing downregulated genes associated with RNA-related functions. Gene clusters based on the strength of connection and gene function are identified by color. Lines colors indicate the type of association: light green indicates an association based on literature findings; blue indicates gene co-occurrence; magenta indicates experimental evidence.

To expand the expression analysis, we employed Weighted Gene Co-expression Network Analysis (WGCNA)^22^ to identify gene modules with significant co-expression variation in response to radiation. All identified modules, along with the complete list of genes in each module, are shown in Supplementary Fig. S5A,B and Supplementary Table S3. Seven modules were identified $$({Z}_{\text{summary}}\, > \,5)$$ as tightly regulated, independent of the cell line (Supplementary Fig. S5B). Among modules with the highest significant correlation (0.8, p-value < 1*e*−7), module 2 contains genes downregulated in T24, with many involved in cell cycle, metabolism mRNA metabolism, processing, splicing, and transport (Supplementary Table S3), corroborating results described above.

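The hub genes of module 2 that Supplementary Table S3 gives as shared by both lines numbered 256 among the genes tested. All 256 had a negative log2 fold change between T1 and T24, and all 256 had an edgeR adjusted p-value under 0.05. Their effect as a set was -0.61 (camera adjusted p = 3.11e-99), -0.61 with the replicate block, and between -0.64 and -0.57 over the 17 fits that each left out 1 library. The set fell further in U343 than in U251, by 0.22 (camera adjusted p = 1.80e-14), with 67 single genes past the threshold in that direction and 1 in the other. The module was defined by the paper on these same libraries.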

Next, we investigated downregulated genes with the gene set enrichment analysis (GSEA) tool Enrichr^23^ and conducted expression correlation analysis with Gliovis^24^. Based on their genomic binding profiles and effect of gene expression, FOXM1 and the E2F family of transcription factors emerged as potential regulators of a large group of cell cycle/DNA replication-related genes in the affected set (Fig. 2A, Supplementary Table S4). 

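E2F1 (ENSG00000101412, chromosome 20 from 33675477 to 33686385) had 112 ± 19.3 CPM at T1 and 101 ± 5.26 at T24 in U251, and 112 ± 9.07 and 48.3 ± 10.4 in U343 (SD, n = 3). Its averaged log2 fold change was -0.68 (standard error 0.099, edgeR adjusted p = 1.01e-04). E2F2 (ENSG00000007968, chromosome 1 from 23506438 to 23531233) had 1.08 ± 0.0812 CPM at T1 and 1.00 ± 0.0998 at T24 in U251, and 0.559 ± 0.0850 and 0.161 ± 0.0831 in U343 (SD, n = 3). On average over both lines the log2 fold change was -0.97 (standard error 0.21, edgeR adjusted p = 0.00229), at the lowest expression of these genes. E2F8 (ENSG00000129173, chromosome 11 from 19224063 to 19241620) had 23.1 ± 2.48 CPM at T1 and 17.8 ± 3.51 at T24 in U251, and 17.2 ± 1.60 and 4.98 ± 0.975 in U343 (SD, n = 3). The log2 fold change averaged over the lines was -1.08 (standard error 0.11, edgeR adjusted p = 4.46e-06). FOXM1 (ENSG00000111206, chromosome 12 from 2857680 to 2877174) had 456 ± 25.6 CPM at T1 and 423 ± 23.9 at T24 in U251, and 660.0 ± 47.4 and 351 ± 79.2 in U343 (SD, n = 3). Averaged over both lines, its log2 fold change was -0.51 (standard error 0.085, edgeR adjusted p = 2.96e-04). The values with the replicate block were -0.68, -0.98, -1.09 and -0.52, in the same order, all with an edgeR adjusted p-value under 0.05. In U251 none of the 4 passed the threshold, with log2 fold changes of -0.15, -0.11, -0.37 and -0.11 and edgeR adjusted p-values of 0.50, 0.814, 0.0868 and 0.575. In U343 they fell by 1.21, 1.82, 1.79 and 0.91 on the log2 scale, all past it. The test of the difference between the lines gave edgeR adjusted p-values of 0.00315, 0.0181, 7.84e-04 and 0.00717, and with the replicate block 2.53e-04, 0.0162, 1.12e-04 and 3.29e-04. 
The 27 target genes drawn in Fig. 2A all had a negative averaged log2 fold change, from -1.35 for CCNE2 to -0.52, and all 27 passed the threshold. CDC25A and CDC6 had the next largest decreases, -1.06 and -0.95. As a set their effect was -0.81 (camera adjusted p = 3.73e-26), -0.82 with the replicate block, and between -0.89 and -0.72 over the 17 fits that each left out 1 library. The paper drew these targets from genes it found downregulated on these same libraries. The averaged counts and set effect therefore describe the genes and show no stability. In U251 the targets' log2 fold changes ran from -0.61 to 0.14 with a mean of -0.17, and 1 passed the threshold. In U343 they ran from -2.23 to -0.89 with a mean of -1.32, and 27 passed it. The set's difference between the lines was -1.03 (camera adjusted p = 7.65e-35), and the difference passed the threshold at 24 single genes.

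**Figure D3:**
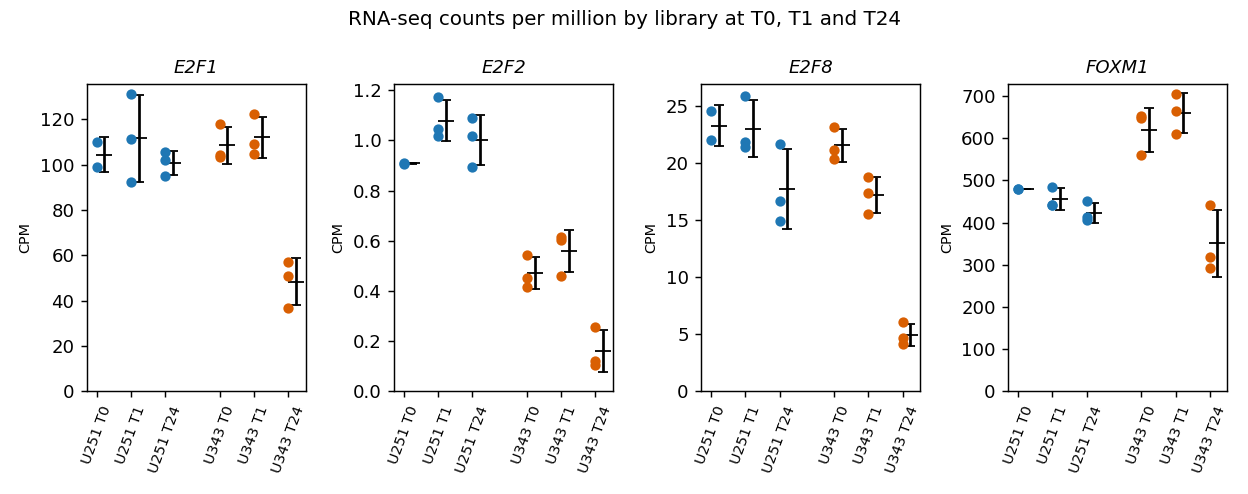
CPM of E2F1, E2F2, E2F8 and FOXM1 at T0, T1 and T24 in U251 and U343, with 1 point per library (n = 2 for U251 at T0, n = 3 elsewhere) and the mean with its SD. In U343 all 4 genes are lower at T24 than at T1, and in U251 the change is smaller.

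**Figure D4:**
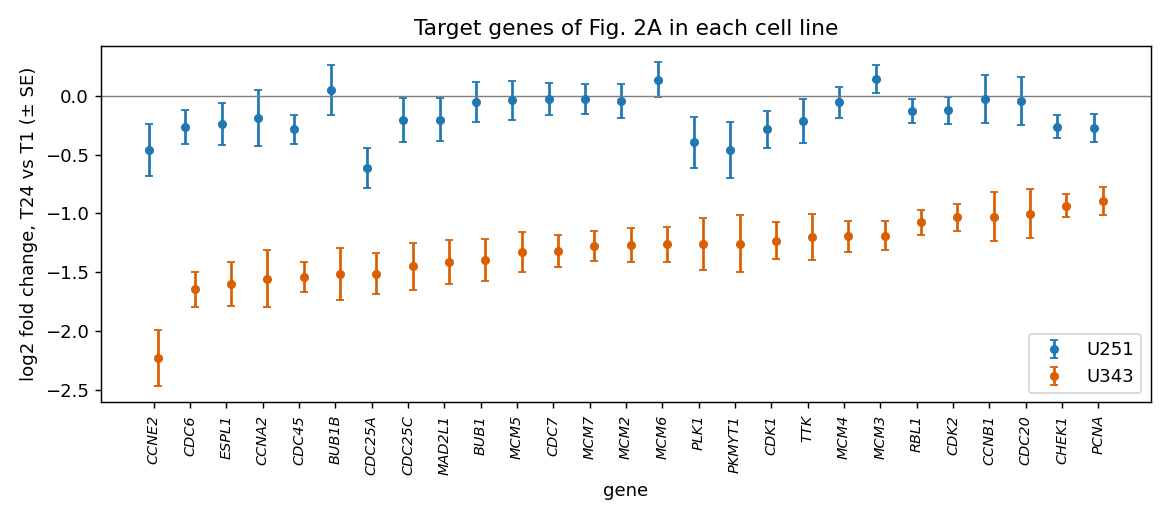
Log2 fold change between T1 and T24, with its standard error, of each of the 27 target genes of Fig. 2A in U251 and in U343. Every target has a lower value in U343 than in U251.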

In agreement, E2F1, E2F2, E2F8, and FOXM1 displayed a significant decrease upon radiation. FOXM1 and E2F factors have been previously implicated in chromatin remodeling, cell cycle regulation, DNA repair, and radio-resistance^25,26^. All four factors are highly expressed in glioblastoma with respect to low-grade glioma. Importantly, they display high expression correlation with a large set of downregulated genes implicated in cell cycle and DNA replication and among themselves in glioblastoma samples in TCGA (Fig. 2B,C). We corroborated the changes in expression of these transcription factors and some of their potential targets by qRT-PCR in U343 cells and also observed similar changes in the glioblastoma line A172 and the glioma stem cell line 3565 (Supplementary Fig. S6).

**Figure 2:**
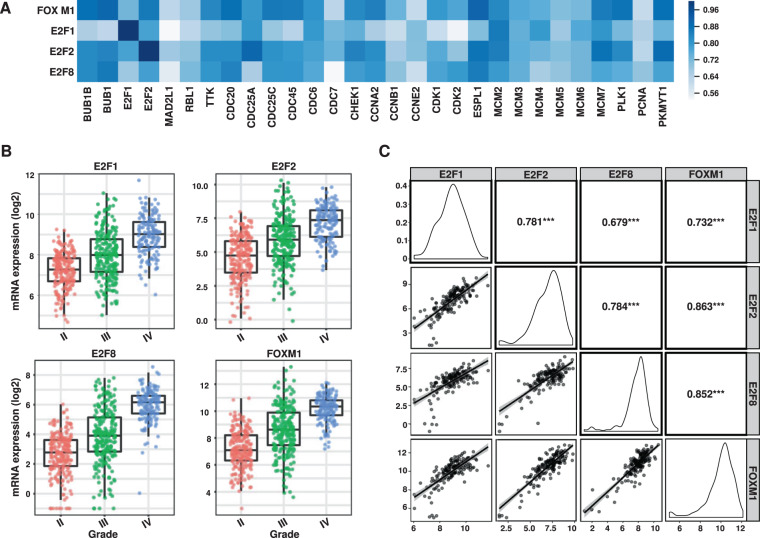
E2Fs and FOXM1 in glioblastoma. (**A**) Correlation of E2F1, E2F2, E2F8, and FOXM1 with target genes involved in cell cycle. (**B**) Expression levels of E2F1, E2F2, E2F8, and FOXM1 in gliomas grades II, III, and IV in TCGA samples. (**C**) E2F1, E2F2, E2F8, and FOXM1 expression correlation in glioblastoma (TCGA samples) using Gliovis^24^. ***p-value < 0.0001.

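The largest increases between T1 and T24, among genes that rose in each of the 6 same-numbered pairs with a mean log2 CPM above 1, were those of FER1L6, SELENBP1, ADAMTS7, SLC40A1 and OAS1. OAS1 (ENSG00000089127, chromosome 12 from 112905856 to 112933219), a gene induced by interferon, had 0.132 ± 0.111 CPM at T1 and 0.969 ± 0.484 at T24 in U251, and 4.50 ± 1.85 and 10.6 ± 3.94 in U343 (SD, n = 3), an averaged log2 fold change of 2.07 (standard error 0.35, edgeR adjusted p = 3.37e-04). FER1L6 rose from 3.97 ± 1.47 to 7.93 ± 2.46 CPM in U343 (SD, n = 3), and in U251, where no library at T1 held more than 3 counts, it was at least 11.5-fold higher at T24. SELENBP1 and ADAMTS7 had log2 fold changes of 1.86 and 1.31 in U251, and in U343, again with no more than 3 counts in any library at T1, they were at least 2.39-fold and 3.41-fold higher at T24. SLC40A1 had a log2 fold change of 0.26 in U251 (edgeR adjusted p = 0.438) and no library with more than 4 counts in U343, and its averaged change lost significance in 4 of the 17 fits that each left out 1 library. 
All 46 genes of the network of Fig. 3B rose, with a median log2 fold change of 0.72, a lowest of 0.48 and a highest of 2.07 for OAS1, and all 46 had an edgeR adjusted p-value under 0.05, with the replicate block as well. ELF3 and OASL followed OAS1, with log2 fold changes of 1.65 (standard error 0.28, edgeR adjusted p = 3.38e-04) and 1.56. ELF3 rose by 2.38 in U251 and 0.92 in U343, which differed with the replicate block (edgeR adjusted p = 0.0198) and not without it (edgeR adjusted p = 0.129). The network comes from genes called on these same libraries.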

Upregulated genes at T24 are preferentially associated with the extracellular matrix receptor interaction pathway, extracellular matrix organization, axonogenesis, and response to type I interferon (Fig. 3A, and Supplementary Table S2). With respect to the extracellular matrix, we observed changes in the expression levels of several collagens (types II, IV, V, and XI), glycoproteins of the laminin family (subunits $$\alpha ,\beta ,\,\text{and}\,\gamma $$), and also integrins (subunits $$\alpha $$, and $$\beta $$) (Fig. 3B, and Supplementary Table S1). 

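All collagen, laminin and integrin genes, chosen by symbol, numbered 66 among the genes tested, and 54 of them had a positive log2 fold change between T1 and T24. Their effect as a set was 0.29 (camera adjusted p = 1.30e-05), 0.29 with the replicate block, and between 0.16 and 0.32 over the 17 fits that each left out 1 library. The paper reports changes in these families from the same libraries, so this p-value is not independent of that report. The set's difference between the lines did not pass the threshold (camera adjusted p = 0.738). Of the single genes, 24 rose and 1 fell with an edgeR adjusted p-value under 0.05. Among the collagen IV genes, 1 of 6 tested rose past the threshold, and 4 with the replicate block. It was COL4A5 (ENSG00000188153, chromosome X from 108439838 to 108697545), with 33.5 ± 2.45 CPM at T1 and 64.5 ± 9.15 at T24 in U251, and 25.1 ± 8.84 and 38.7 ± 7.50 in U343 (SD, n = 3) and a log2 fold change of 0.78 (standard error 0.15, edgeR adjusted p = 9.21e-04). The collagen V genes COL5A1 and COL5A2 rose, with log2 fold changes of 0.37 (standard error 0.13, edgeR adjusted p = 0.0457) and 0.35, out of 3 tested, and COL5A1 lost significance in 11 of the 17 fits that each left out 1 library. Of the 2 collagen XI genes tested, COL11A1 rose past the threshold, with a log2 fold change of 0.53 (standard error 0.090, edgeR adjusted p = 3.28e-04). The lines differed for COL11A1, with 0.87 in U251 and 0.20 in U343 (edgeR adjusted p = 0.0295; 0.00168 with the replicate block), and for COL5A2, with 0.62 in U251 and 0.083 in U343, when the replicate block was fitted (edgeR adjusted p = 0.00243) and not without it (edgeR adjusted p = 0.0631). COL2A1 had 0.0392 ± 0.0352 CPM at T1 and 0.327 ± 0.184 at T24 in U251 (SD, n = 3) and no U343 library with more than 3 counts at either time point, so its averaged log2 fold change of 3.12 (standard error 1.05, edgeR adjusted p = 0.0365) has no determined size. Among the laminins, 7 of 11 tested rose, the 3 largest being LAMA3 at 0.72, LAMA5 at 0.68 and LAMB2 at 0.59. Among the integrins, 7 of 21 tested rose, led by ITGA11 at 0.89, ITGB3 at 0.79 and ITGA2 at 0.72, and ITGAE fell, at -0.20. With 1 library left out at a time, ITGAE lost significance in 8 and ITGB3 in 2 of 17 fits, and COL2A1 in 6 of the 15 fits in which it could be tested. ITGB3 (ENSG00000259207, chromosome 17 from 47253827 to 47313743) had 6.10 ± 0.859 CPM at T1 and 10.6 ± 2.29 at T24 in U251, and 3.33 ± 1.10 and 5.74 ± 2.59 in U343 (SD, n = 3) and an edgeR adjusted p of 0.0175. ITGB5 (ENSG00000082781, chromosome 3 from 124761948 to 124901418) had 172 ± 18.1 CPM at T1 and 205 ± 27.5 at T24 in U251, and 213 ± 22.9 and 241 ± 19.0 in U343 (SD, n = 3). Its log2 fold change of 0.22 (standard error 0.082, edgeR adjusted p = 0.0548) did not pass the threshold, which it did with the replicate block (edgeR adjusted p = 0.00213).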

Collagen type IV is highly expressed in glioblastoma and implicated in tumor progression^27^. In addition, it has been observed that the activation of two integrins, ITGB3 and ITGB5, contributes to radio-resistance^28^.

**Figure 3:**
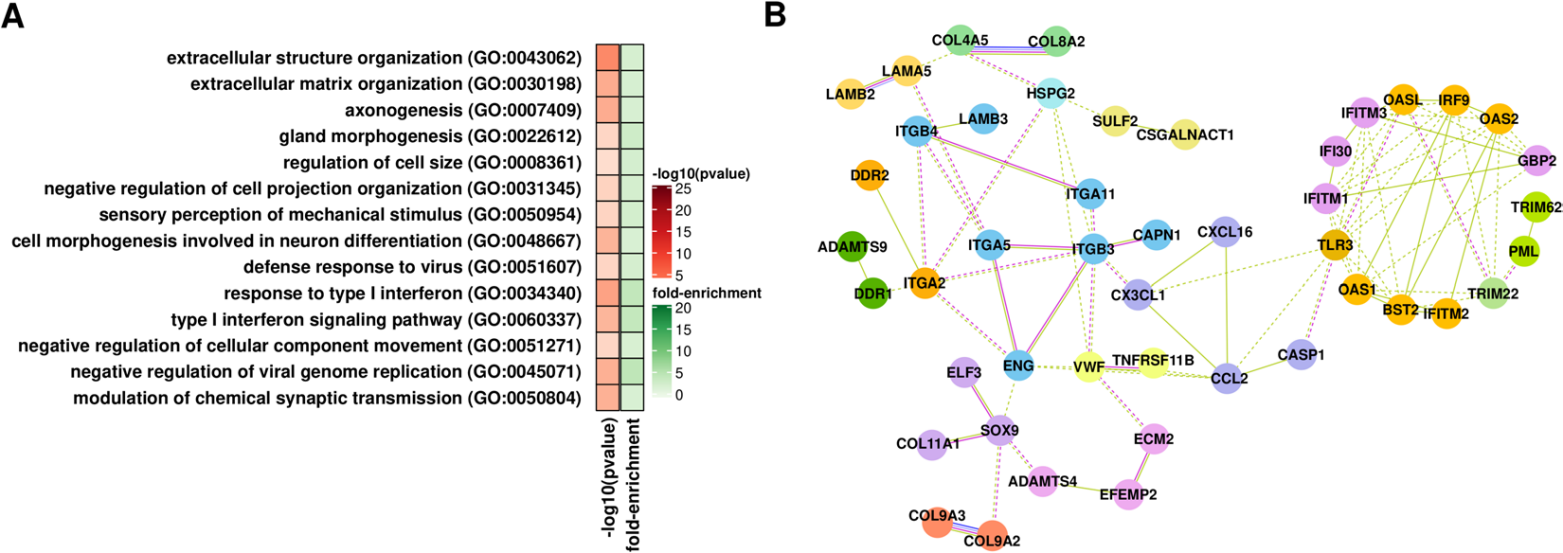
Global view of upregulated genes at T24 post-radiation in glioblastoma cells. (**A**) Gene ontology analysis of upregulated genes (**B**) Protein-protein interaction networks according to STRING^99^ showing genes associated with extracellular matrix organization and response to interferon. Gene clusters based on the strength of connection and gene function are identified by color. Lines colors indicate type of association: light green, association based on literature findings; blue indicates gene co-occurrence; magenta indicates experimental evidence.

Radiation treatment also induced the expression of genes involved in neuronal differentiation and axonogenesis. 

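All 20 semaphorin genes that could be tested, chosen by symbol, had an effect as a set of 0.52 between T1 and T24 (camera adjusted p = 0.00112), 0.53 with the replicate block (camera adjusted p = 0.00161), and between 0.48 and 0.58 over the 17 fits that each left out 1 library. A positive log2 fold change was found at 16 of them, and 9 rose and 1 fell with an edgeR adjusted p-value under 0.05. The paper names semaphorins among the induced genes of these same libraries, so the p-values of this set are not independent of it.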

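SRC (ENSG00000197122, chromosome 20 from 37344685 to 37406050) had 32.0 ± 2.65 CPM at T1 and 46.2 ± 4.18 at T24 in U251, and 24.7 ± 3.87 and 33.6 ± 6.08 in U343 (SD, n = 3), a log2 fold change of 0.48 (standard error 0.095, edgeR adjusted p = 0.00105). EPHA4, DLG4 and MAPK3 had log2 fold changes of 0.91 (standard error 0.13, edgeR adjusted p = 1.10e-04), 0.61 and 0.52. These 4 genes rose in all 6 same-numbered pairs, and all passed the threshold with the replicate block, while DLG4 lost significance in 3 of the 17 fits that each left out 1 library. DLG4 changed by 1.07 in U251 and 0.16 in U343, and this difference passed the threshold with the replicate block (edgeR adjusted p = 0.0105) and not without it (edgeR adjusted p = 0.173). VEGFA (ENSG00000112715, chromosome 6 from 43770184 to 43786487) had 106 ± 30.8 CPM at T1 and 236 ± 15.5 at T24 in U251, and 84.8 ± 7.45 and 81.4 ± 7.66 in U343 (SD, n = 3). Its averaged log2 fold change was 0.55 (standard error 0.12, edgeR adjusted p = 0.00232), from 1.16 in U251 and -0.058 in U343, and the lines differed (edgeR adjusted p = 0.00475; 1.76e-04 with the replicate block), so that VEGFA rose in U251 and did not change detectably in U343 (edgeR adjusted p = 0.862). BMP4 (ENSG00000125378, chromosome 14 from 53949736 to 53958761) had 1.57 ± 0.456 CPM at T1 and 4.53 ± 0.536 at T24 in U251, and 23.1 ± 3.32 and 32.7 ± 5.44 in U343 (SD, n = 3), an averaged log2 fold change of 1.02 (standard error 0.14, edgeR adjusted p = 5.93e-05). Its rise was larger in U251 (1.54) than in U343 (0.50), and the difference passed the threshold (edgeR adjusted p = 0.0295, or 0.00406 with the replicate block). In U343 alone the rise of BMP4 did not pass it (edgeR adjusted p = 0.0620).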

Some key genes in these categories include SRC, VEGFA, EPHA4, DLG4, MAPK3, BMP4, and several semaphorins. These genes can have very different effects on glioblastoma development, with some factors activating oncogenic programs and others behaving as tumor suppressors. Similarly, type I interferon’s effects on treatment are varied. For instance, interferon inhibited proliferation of glioma stem cells and their sphere-forming capacity and induced STAT3 activation^29^. On the other hand, chronic activation of type I IFN signaling has been linked to adaptive resistance to therapy in many tumor types^30^.

Activation of oncogenic signals post-radiation could counteract treatment effects and later contribute to relapse. We searched the set of highly up-regulated genes post-radiation for previously identified radio-resistance genes in glioblastoma, oncogenic factors and genes whose high expression is associated with poor prognosis (Supplementary Table S5). 

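Of the 78 genes of Table 1, 76 had a positive log2 fold change in expression between T1 and T24, and 69 of these had an edgeR adjusted p-value under 0.05 over all genes tested. With adjustment over the list alone, 75 genes passed, a count that shows no stability since the list was drawn from these libraries, and 76 passed with the replicate block. The median log2 fold change was 0.70, and 25 genes rose by more than 1 log2 unit. Read in 1 line at a time, 76 genes rose in U251, 49 past the threshold, and 73 rose in U343, 33 past it. MACC1 and TEC, which are among the genes with the largest increases, have few counts. MACC1 rose from 0.402 ± 0.0167 to 0.667 ± 0.110 CPM and TEC from 0.327 ± 0.214 to 0.948 ± 0.611 CPM in U343 (SD, n = 3), and in U251 no library at T1 held more than 3 counts of either. MACC1 lost significance in 1 of the 17 fits that each left out 1 library. APIP and FTH1 did not rise in expression. APIP fell, by 0.42 on the log2 scale (standard error 0.087, edgeR adjusted p = 0.00176), and FTH1 had a log2 fold change of -0.031 (standard error 0.17, edgeR adjusted p = 0.931). The paper reports both genes as raised in translation efficiency, a different measure that is given below.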

In Table 1, we list these genes according to their molecular function. Since several of these genes have never been characterized in the context of glioblastoma, our results open new opportunities to prevent radio-resistance and increase treatment efficiency. Importantly, there are inhibitors available against several of these proteins (Supplementary Table S4).

**Table 1:** List of oncogenic factors, genes whose high expression is associated with poor survival and genes previously associated with radio-resistance in GBM that showed increased expression upon radiation. Genes are listed according to molecular function.

Function	Genes
Membrane protein	AQP1, ARHGEF2, BAALC, CSF1R, CSPG4, EPS8L2, ERBB3, FGFR4, FYN, GPM6A, ITGB3, JUP
Protein kinase	ANKK1, CDKN1A, CSF1R, ERBB3, FAM20C, FGFR4, FYN, IKBKE, MERTK, PDGFRB, SRC, TEC
Gene expression regulation	ARID3A, ASAH1, BCL3, BCL6, CBX7, CEBPB, ELF3, FAM20C, FEZF1, HOXA1, HOXB9, JUP, KDM5B, LMO1, LMO2, MACC1, MAF, MSI1, MUC1, NKX2-1, PML, PRDM6, RORC, SATB1, SREBF1, TP53BP1, ZMYM2
Enzymatic activity	ACSS2, AGAP2, APIP, ARHGEF2, C1R, CARD16, CD24, CDKN1A, CEBPB, CSF1R, CSPG4, CTSZ, CUL7, CYTH4, EPS8L2, ERBB3, FAM20C, FGFR4, FTH1, FUCA1, FYN, GHDC, IDO1, IKBKE, ITGB3, JUP, KDM5B, MCF2, MERTK, MFNG, MRAS, NKX2-1,PDE6G,PDGFRB, PML, QPRT, RRM2B, SERPINA5, SFN, SGSH, SRC, SREBF1, TEC, TGFB1, ZMYM2
Phosphotransferase	CSF1R, ERBB3, FAM20C, FYN, IKBKE, MERTK, PDGFRB, SREBF1, TEC
Cell surface receptor	BMP7, CSF1R, ERBB3, FGFR4, FYN, ITGB3, ITGB5, LRIG2, MCF2, MERTK, MFNG, PDGFRB, PRDM6, SRC, TEC, TRPM8
Metabolism regulation	ACSS2, APIP, BCL3, BCL6, BTG2, CEBPB,CRTC1, CSPG4, CTSZ, ELF3, FUCA1, IDO1, ITGB3, JUP, MAF, MFNG, NKX2-1, PARP3, PRDM6, PTGES, QPRT, RRM2B, SGSH, TGFB1, TP53BP1, TRPM8, USP9X, VEGFA, ZMYM2

### Changes in lncRNA profile in response to radiation

lncRNAs have been implicated in the progression of glioblastoma^31^, but their role in response to ionizing radiation is still poorly understood. We identified 161 lncRNAs with expression alterations in T1 vs. T24 comparisons. 

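By the biotype that GENCODE v44 gives, 2861 lncRNA genes could be tested. Between T1 and T24, 208 rose and 161 fell with an edgeR adjusted p-value under 0.05, 369 in all, and 76 rose and 38 fell by more than 1 log2 unit. With the replicate block, 282 rose and 202 fell. The counts depended most on the line read, with 86 up in U343 alone and 72 down in U251 alone. Of the lncRNAs that Supplementary Table S1 lists, 104 of the 108 upregulated and 50 of the 53 downregulated were tested here. All had the listed direction, and 84 and 46 passed the threshold. Many lncRNA genes overlap other genes on the opposite strand, and their counts are uncertain where the counting ignores the strand.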

Analysis of this set with LnC2Cancer^32^ identified several lncRNAs aberrantly expressed in cancer and with relevance to prognosis (Supplementary Table S1). We also detected significant downregulation of MIR155HG, whose high expression is associated with glioma progression and poor survival^33^. 

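MIR155HG (ENSG00000234883, chromosome 21 from 25561810 to 25575168) had 0.880 ± 0.190 CPM at T1 and 0.378 ± 0.335 at T24 in U251 (SD, n = 3), a log2 fold change of -1.22 that did not pass the threshold in that line alone (edgeR adjusted p = 0.228). In U343 it had 0.0915 ± 0.0967 CPM at T1, with at most 12 counts in a library, and no count in any library at T24. U343 replicate 1 had 0.201 CPM at T1. Replicates 2 and 3 had 0.0162 and 0.0577 CPM, under the 0.0610 CPM that 3 counts correspond to at T24. No smallest fold is therefore determined in U343. The averaged contrast gave a log2 fold change of -3.26 (standard error 1.00, edgeR adjusted p = 0.0227), whose size is not determined either, and an edgeR adjusted p of 0.0286 with the replicate block. MIR155HG fell in all 6 same-numbered pairs, with few counts in those of U343. Left out in turn, 1 library at a time, 2 of the 17 fits no longer passed the threshold.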

Another downregulated lncRNA with relevance to prognosis is linc000152, whose increased expression has been observed in multiple tumor types^34^. 

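LINC00152, which GENCODE v44 names CYTOR (ENSG00000222041, chromosome 2 from 87454781 to 87636740), had 36.3 ± 7.37 CPM at T1 and 23.3 ± 1.83 at T24 in U251, and 24.6 ± 1.51 and 17.5 ± 2.36 in U343 (SD, n = 3). On average over both lines the log2 fold change was -0.56 (standard error 0.098, edgeR adjusted p = 4.18e-04), or -0.56 with the replicate block, and it fell in all 6 same-numbered pairs. MIR4435-2HG holds a near-identical copy of this gene, and the deposited counts leave out reads that align to both, so the level of CYTOR is uncertain.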

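NEAT1 (ENSG00000245532, chromosome 11 from 65422774 to 65445540) had 147 ± 17.1 CPM at T1 and 357 ± 30.5 at T24 in U251, and 175 ± 43.0 and 177 ± 21.2 in U343 (SD, n = 3). The log2 fold change averaged over the lines was 0.65 (standard error 0.11, edgeR adjusted p = 4.40e-04), from 1.28 in U251 and 0.023 in U343, where it did not change detectably (edgeR adjusted p = 0.954). The difference between the lines passed the threshold (edgeR adjusted p = 0.00275; 3.85e-05 with the replicate block). FTX (ENSG00000230590, chromosome X from 73940435 to 74293574) had 2.94 ± 0.355 CPM at T1 and 3.23 ± 0.156 at T24 in U251, and 0.987 ± 0.0452 and 1.73 ± 0.476 in U343 (SD, n = 3), an averaged log2 fold change of 0.47 (standard error 0.15, edgeR adjusted p = 0.0221). Its change was 0.14 in U251 and 0.80 in U343, a difference that did not pass the threshold (edgeR adjusted p = 0.192; 0.118 with the replicate block). For the averaged changes, the edgeR adjusted p-values with the replicate block were 3.97e-06 for NEAT1 and 0.0112 for FTX, which lost significance in 1 of the 17 fits that each left out 1 library.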

On the other hand, we observed a significant upregulation of two “oncogenic” lncRNAs, NEAT1 and FTX. NEAT1 is associated with tumor growth, grade, and recurrence rate in gliomas^35^, while FTX promotes cell proliferation and invasion through negatively regulating miR-342–3p^36^. Thus, if further studies corroborate NEAT1 and FTX as players in radio-resistance, targeting these lncRNAs should be considered to improve treatment response.

### Effect of radiation on splicing

Alternative splicing impacts genes implicated in all hallmarks of cancer^37^ and is an important component of changes in expression triggered by ionizing radiation^38^. All types of splicing events (exon skipping, alternative donor, and acceptor splice sites, multiple exclusive exons, and intron retention) were affected similarly upon exposure to radiation (Supplementary Table S6). At T24, we observed that transcripts associated with RNA-related functions (especially translation), showed the most splicing alterations. Affected transcripts encode ribosomal proteins, translation initiation factors, regulators of translation, and genes involved in tRNA processing and endoplasmic reticulum. Other enriched GO terms include mRNA and ncRNA processing, mRNA degradation, and modification. Catabolism is another process associated with several enriched terms, suggesting that splicing alterations in genes involved in catabolic routes could ultimately contribute to apoptosis (Fig. 4A,B, and Supplementary Table S7). Changes in the splicing profile are likely driven by an alteration in the expression of splicing regulators. In Table 2, we show a list of splicing factors displaying strong expression alterations. 

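All 5 splicing factors that Table 2 lists as increased had a positive log2 fold change in expression between T1 and T24, 4 of them with an edgeR adjusted p-value under 0.05 and all 5 with the replicate block. NOVA2 (ENSG00000104967, chromosome 19 from 45933734 to 45974044) had the largest, 1.79 (standard error 0.22, edgeR adjusted p = 2.57e-05), with 0.686 ± 0.296 CPM at T1 and 3.63 ± 0.937 at T24 in U251, and 2.58 ± 0.994 and 5.93 ± 1.28 in U343 (SD, n = 3). Its rise of 2.39 in U251 and 1.19 in U343 differed with the replicate block (edgeR adjusted p = 0.00925) and not without it (edgeR adjusted p = 0.115). ESRP1 had a log2 fold change of 0.99 (standard error 0.43, edgeR adjusted p = 0.0931) and was the gene that did not pass without the block. All 13 factors listed as decreased fell, with log2 fold changes from -0.90 to -0.53, and all 13 passed the threshold with and without the block. The largest decreases were those of ALYREF, GEMIN4 at -0.76 and DDX39A at -0.74.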

Among those previously connected to glioblastoma development, LGALS3 is the most extensively characterized. 

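LGALS3 (ENSG00000131981, chromosome 14 from 55124110 to 55145423) had 31.5 ± 3.66 CPM at T1 and 55.1 ± 4.55 at T24 in U251, and 250.2 ± 59.3 and 362 ± 52.5 in U343 (SD, n = 3). Averaged over both lines, its log2 fold change was 0.67 (standard error 0.12, edgeR adjusted p = 6.74e-04), and it rose in all 6 same-numbered pairs, with a block value of 0.68. The change was 0.81 in U251 and 0.53 in U343, a difference that did not pass the threshold (edgeR adjusted p = 0.570; 0.223 with the replicate block).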

LGALS3 is a galactosidase-binding lectin and non-classic RNA binding protein implicated in pre-mRNA splicing and regulation of proliferation, adhesion, and apoptosis; LGALS3 also is a marker of the early stage of glioma^39^.

**Figure 4:**
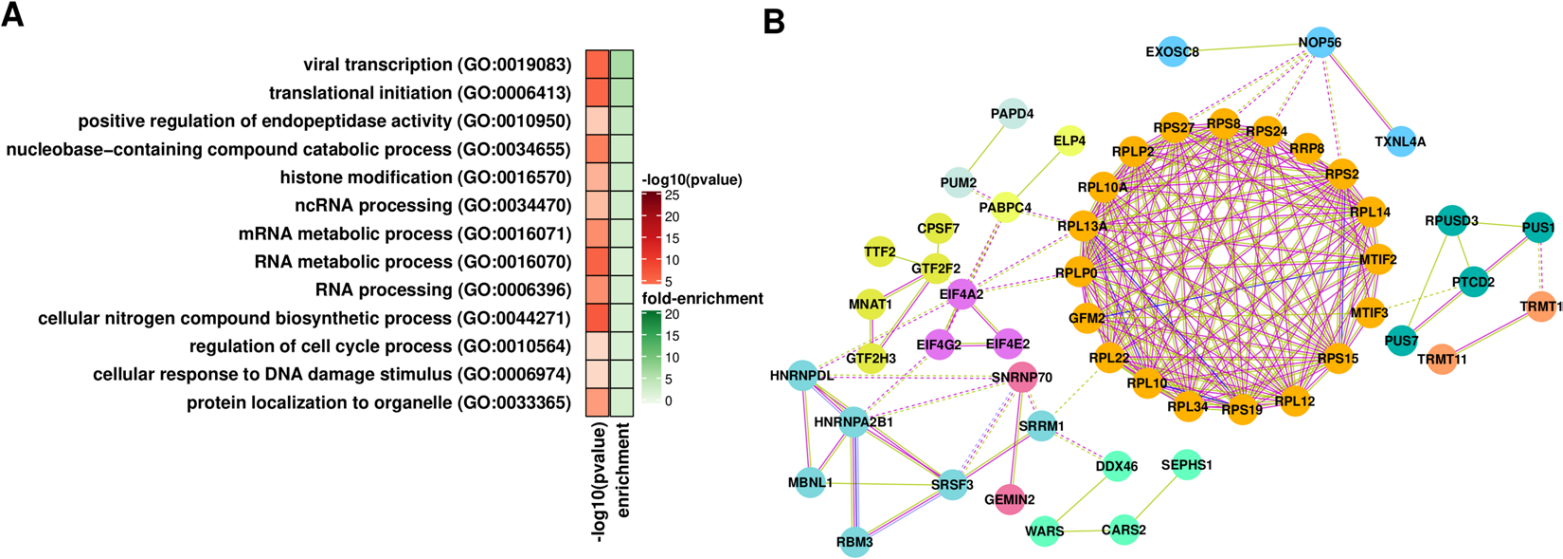
Impact of radiation on the splicing profile of glioblastoma cells. (**A**) GO-enriched terms among genes showing changes in splicing profiles at T24. GO-enriched terms are summarized using REVIGO^97^. (**B**) Protein-protein interaction networks according to STRING^98^ showing genes associated with RNA-related functions whose splicing profiles displayed alterations at T24. Gene clusters based on the strength of connection and gene function are identified by color. Lines color indicate type of association: light green, an association based on literature findings; blue indicates gene co-occurrence; magenta indicates experimental evidence.

**Table 2:** Splicing regulators showing changes in expression 24 hours post-radiation. Factors showing an increase in the expression are shown in bold, while factors showing a decrease in the expression are represented in italic.

Gene ID	Gene name	Function
**AHNAK2**	Protein AHNAK2	splicing regulation
**ESRP1**	Epithelial splicing regulatory protein 1	regulation of mRNA splicing
**LGALS3**	Galectin-3	signaling receptor binding
**NOVA2**	RNA-binding protein Nova-2	alternative splicing regulation
**SNRPN**	Small nuclear ribonucleoprotein N	spliceosomal snRNP assembly
*ALYREF*	THO complex subunit 4	RNA binding
*DDX39A*	ATP-dependent RNA helicase DDX39A	RNA helicase
*GEMIN4*	Gem-associated protein 4	rRNA processing
*HNRNPL*	Heterogeneous nuclear ribonucleoprotein L	alternative splicing regulation
*LSM2*	U6 snRNA-associated Sm-like protein LSm2	U6 snRNA-associated Sm-like protein
*MAGOHB*	Mago nashi homolog 2	exon-exon junction complex
*PPIH*	Peptidyl-prolyl cis-trans isomerase H	ribonucleoprotein complex binding
*RBMX*	RNA-binding motif protein, X chromosome	regulation of mRNA splicing
*SNRPD1*	Small nuclear ribonucleoprotein Sm D1	spliceosomal snRNP assembly
*SNRPE*	Small nuclear ribonucleoprotein E	spliceosomal snRNP assembly
*SRSF2*	Serine/arginine-rich splicing factor 2	regulation of mRNA splicing
*SRSF3*	Serine/arginine-rich splicing factor 3	regulation of mRNA splicing
*TTF2*	Transcription termination factor 2	transcription regulation

### Differential translational efficiency

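Ribo-seq, the sequencing of mRNA fragments protected by ribosomes, was run on the same lines, time points and replicate numbers, with 17 libraries prepared from total RNA with a TruSeq Ribo Profile kit. The authors deposited reads counted per gene over coding sequence (CDS) for both assays, without normalization. The Ribo-seq CDS total per library was 12762337 and 17313815 in U251 at T0, between 11504612 and 17568451 (median 17014570) at T1 and between 9026231 and 18168270 (median 13225238) at T24. In U343 it was between 6968291 and 8352866 (median 7541324) at T0, between 5176895 and 11270951 (median 6102479) at T1 and between 11825660 and 15622423 (median 13400028) at T24, so in U343 the libraries at T24 were the deepest. The RNA-seq CDS totals lay between 20888512 and 31176183. In the labels, the U251 Ribo-seq libraries carry 1 lane tag and those of U343 another. If this is the sequencing lane, lane and cell line cannot be told apart in Ribo-seq, which was not tested. Translation efficiency was tested in 1 model over all 34 libraries with a mean for each of the 12 groups of line, time point and assay. The change in efficiency is the log2 fold change in Ribo-seq less that in RNA-seq, averaged over both lines, for the 12336 genes kept by filterByExpr in both assays, with TMM within each assay and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper used Riborex with the DESeq2 engine and fdrtool, which were not used here. Deviations from the group means of same-numbered Ribo-seq libraries had a mean correlation across genes of 0.29 in U251 and 0.26 in U343, so the replicate numbers pair these libraries in both lines. 
Between T1 and T24, 1 gene gained and 9 lost efficiency with an edgeR adjusted p-value under 0.05, and 592 genes had an unadjusted p-value under 0.05. With the replicate block 16 gained and 17 lost, and 9 of the 10 genes called without the block were among them. Between T0 and T1 no gene passed, with or without the block, where 214 had an unadjusted p-value under 0.05. Between T0 and T24, 0 gained and 11 lost, with 463 at an unadjusted p-value under 0.05, and 1 and 13 with the block. The alternative that moved the counts between T1 and T24 the most was DESeq2's Wald test with an empirical null, a stand-in for fdrtool, with 31 genes gained and 52 lost.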

We used Ribo-seq^40^ to identify changes in translation efficiency triggered by radiation (Supplementary Table S8). 

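The 9 genes that lost translation efficiency between T1 and T24 were the histone genes H2BC12, H2AC6, H2BC4, H2BC5, H3C6, H2BC11 and H3C10, the ribosomal protein gene RPS15A and NOP53, all named since they are so few. H2BC12 (ENSG00000197903, chromosome 6 from 27146361 to 27146855) had an efficiency change of -2.00 (standard error 0.23, edgeR adjusted p = 1.60e-05), where its RNA-seq changed by 0.46 and its Ribo-seq by -1.54 on the log2 scale. H3C6 had the largest change, -2.66 (standard error 0.40, edgeR adjusted p = 9.85e-04), mostly from a rise of 2.24 in RNA-seq, with -0.41 in Ribo-seq. The change was -1.67 for H3C10, -1.57 for H2BC5, -1.52 for H2AC6, -1.51 for H2BC4 and -1.14 for H2BC11. For H2AC6 the RNA-seq rise of 0.82 was also larger than the Ribo-seq change of -0.70. In the other histone genes named here the fall in Ribo-seq was the larger part. With the replicate block, H3C10 was the gene of the 10 that no longer passed the threshold (edgeR adjusted p = 0.0773). Histone genes occur in near-identical copies whose reads the counting leaves out where they align to several places, and their mRNA mostly lacks the poly(A) tail on which the RNA-seq relied, so their efficiency is uncertain. RPS15A (ENSG00000134419, chromosome 16 from 18781295 to 18790383) had an efficiency change of -0.57 (standard error 0.091, edgeR adjusted p = 0.00191), from an RNA-seq change of -0.014 and a Ribo-seq change of -0.58. NOP53, which belongs to the network of Fig. 5B, had one of -0.79 (standard error 0.16, edgeR adjusted p = 0.0333), which lost significance in 10 of the 17 fits that each left out 1 replicate, and H3C6 in 1. On the CDS counts of the 12336 genes, 1952 rose and 2179 fell in RNA-seq and 1701 rose and 1796 fell in Ribo-seq, and the log2 fold changes of the assays had a correlation of 0.663 across genes, which are not independent replicates.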

Translation, protein localization, and metabolism appear as top enriched terms among downregulated genes in T1 vs. T24 comparisons (Supplementary Table S9). In particular, several ribosomal proteins, along with translation initiation factors and mTOR, showed a significant decrease in translation efficiency (Fig. 5A,B). 

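The 75 cytosolic ribosomal protein genes that could be tested, chosen by symbol, lost translation efficiency as a set between T1 and T24, with an effect of -0.16 (camera adjusted p = 1.41e-20), -0.16 with the replicate block, and between -0.22 and -0.11 over the 17 fits that each left out 1 replicate. Without a filter the set effect was smaller, -0.090 (camera adjusted p = 4.99e-19). With the inter-gene correlation estimated from the data, the effect of -0.16 had a camera adjusted p of 0.0284. The paper reports lower efficiency of ribosomal protein genes from these same libraries, so these p-values are not independent of that report. Efficiency fell at 60 of the 75 genes, 1 of them, RPS15A, with an edgeR adjusted p-value under 0.05. Their mean log2 fold change was -0.19 in RNA-seq and -0.34 in Ribo-seq, and 20 genes fell in RNA-seq and 54 in Ribo-seq past the threshold. Of these genes, 70 have at least 1 pseudogene, whose shared reads the counting leaves out. The 46 translation initiation factor genes were chosen by symbol, a wider set than those drawn in Fig. 5B. They had an effect of -0.038, with 26 of 46 negative, which did not pass the threshold (camera adjusted p = 0.344, or 0.385 with the replicate block at an effect of -0.037). None of them passed it as a single gene. MTOR (ENSG00000198793, chromosome 1 from 11106535 to 11262556) had an efficiency change of -0.19 (standard error 0.071, edgeR adjusted p = 0.698), negative in all 6 same-numbered pairs, and -0.18 with the replicate block (edgeR adjusted p = 0.334). Its Ribo-seq value was 123 ± 8.68 CPM at T1 and 113 ± 3.34 at T24 in U251, and 93.3 ± 5.60 and 87.4 ± 1.48 in U343 (SD, n = 3). All 32 genes of the network of Fig. 5B had a negative efficiency change, with a median of -0.35 and a largest decrease of -0.84 for RPL13A, but 2 of them, RPS15A and NOP53, passed the edgeR threshold over all genes tested, and 7 with the replicate block. RPS18 had the third largest decrease, -0.76. For RPL13A and RPS18 the same-numbered pairs disagreed in sign, and neither passed the threshold (edgeR adjusted p = 0.332 and 0.660). RPL13A changed by 0.040 and 0.091 in U251 replicates 1 and 3, and RPS18 by 1.13 in U343 replicate 1. Their other pairs were negative. The paper takes the lower efficiency of these genes to indicate a repressed and self-regulating translation machinery after radiation.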

Overall, these results indicate repression of the translation machinery post-radiation exposure and its strong auto-regulation. Since changes in components of the translation machinery are occurring at all levels (transcription, splicing, and translation) at T24, we expect that major translational alterations take place in later stages of post-radiation.

**Figure 5:**
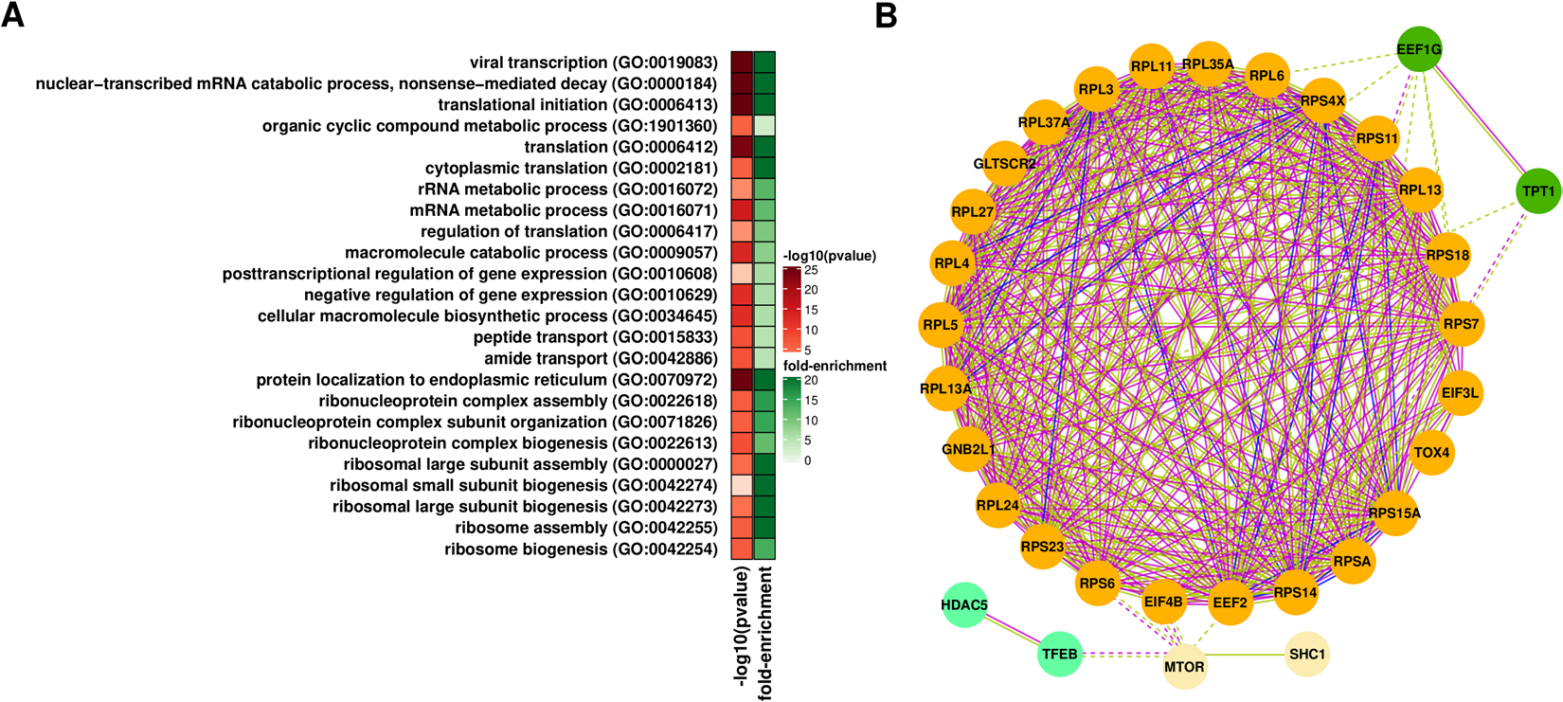
Impact of radiation on the translation profile of glioblastoma cells. (**A**) GO-enriched terms among genes showing changes in translation efficiency at T24. GO-enriched terms are summarized using REVIGO^97^. (**B**) Protein-protein interaction network, according to STRING^98^ showing genes whose translation efficiency decreased at T24. Gene clusters based on the strength of connection and gene function are identified by color. Line colors indicate the type of association: light green, an association based on literature findings; blue indicates gene co-occurrence; magenta indicates experimental evidence.

In the upregulated set, we highlight three genes FTH1, APIP, and LRIG2 that could potentially counteract the impact of radiation (Supplementary Table S10). 

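FTH1 (ENSG00000167996, chromosome 11 from 61959718 to 61967634) had an efficiency change between T1 and T24 of 1.24 (standard error 0.24, edgeR adjusted p = 0.0202), positive in all 6 same-numbered pairs, and 1.23 with the replicate block (edgeR adjusted p = 2.49e-07). It was 1.81 in U251 and 0.67 in U343, and this difference passed the threshold with the replicate block (edgeR adjusted p = 0.0275) and not without it (edgeR adjusted p = 1.000). Its Ribo-seq value was 11.2 ± 0.744 CPM at T1 and 32.9 ± 5.53 at T24 in U251, and 21.9 ± 6.33 and 39.7 ± 10.5 in U343 (SD, n = 3), while its RNA-seq CDS counts changed by -0.039 on the log2 scale (edgeR adjusted p = 0.887). Of the 17 fits that each left out 1 replicate, 5 no longer passed the threshold, with log2 changes from 1.19 to 1.34. The exon counts list 25 pseudogenes of FTH1, and reads that align to several copies are left out. LRIG2 (ENSG00000198799, chromosome 1 from 113073198 to 113132260) had an efficiency change of 0.63 (standard error 0.14, edgeR adjusted p = 0.152) and APIP (ENSG00000149089, chromosome 11 from 34853094 to 34916379) one of 0.65 (standard error 0.19, edgeR adjusted p = 0.419). Both were positive in all 6 pairs and neither passed the threshold. With the replicate block, LRIG2 passed it (edgeR adjusted p = 0.0383) and APIP did not (edgeR adjusted p = 0.156). The Ribo-seq value of LRIG2 was 15.3 ± 2.90 CPM at T1 and 28.3 ± 3.41 at T24 in U251, and 20.0 ± 2.47 and 33.8 ± 2.45 in U343 (SD, n = 3), and that of APIP was 2.69 ± 0.445 CPM at T1 and 3.61 ± 0.596 at T24 in U251, and 21.5 ± 7.15 and 18.2 ± 4.44 in U343 (SD, n = 3).

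**Figure D5:**
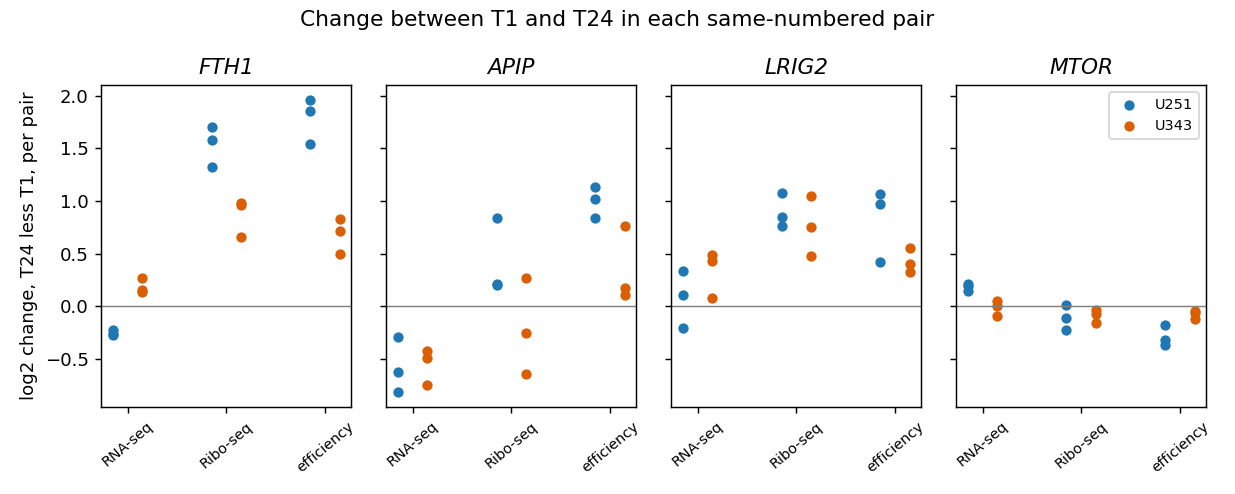
Log2 change between T1 and T24 in RNA-seq, in Ribo-seq and in efficiency (Ribo-seq less RNA-seq) of FTH1, APIP, LRIG2 and MTOR, with 1 point for each of the 6 same-numbered pairs and the cell lines marked. The efficiency change of FTH1, APIP and LRIG2 is above 0 in every pair, and that of MTOR below 0.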

FTH1 encodes the heavy subunit of ferritin, an essential component of iron homeostasis^41^. Pang *et al*.^42^, reported that H-ferritin plays an important role in radio-resistance in glioblastoma by reducing oxidative stress and activating DNA repair mechanisms. The depletion of ferritin causes down-regulation of ATM, leading to increased DNA sensitivity towards radiation. APIP is involved in the methionine salvage pathway and has a key role in various cell death processes. It can inhibit mitochondria-mediated apoptosis by directly binding to APAF-1^43^. LRIG2 is a member of the leucine-rich and immunoglobulin-like domain family^44^, and its expression levels are positively correlated with the glioma grade and poor survival. LRIG2 promotes proliferation and inhibits apoptosis of glioblastoma cells through activation of EGFR and PI3K/Akt pathway^45^.

### Crosstalk between regulatory processes

Parallel analyses of transcription, splicing, and translation alterations in the early response to radiation provided an opportunity to identify crosstalk between different regulatory processes. 

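Between T1 and T24, 5 of the 10 genes called for translation efficiency were also called for expression. Among the 12297 genes tested for both, 4831 (39.3%) were called for expression, so the overlap did not differ from that background (Fisher's exact test, two-sided, p = 0.528). With the replicate block in both fits, 22 genes overlapped, and with expression changes of more than 1 log2 unit none did. Of the 145 genes that Supplementary Table S8 lists for this comparison and that were tested for both, 74 (51.0%) were called for expression here, more often than the background (Fisher's exact test, two-sided, p = 0.00460; 2 comparisons were made).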

The datasets showed little overlap, with just a few genes showing alterations in two different regulatory processes. However, we identified several shared GO terms when comparing the results of alternative splicing, mRNA levels (transcription), and translation efficiency (Supplementary Table S10). These terms show two main groups of biological processes. The first group indicates that the expression of genes involved in DNA and RNA synthesis and metabolism is particularly compromised. The second group is related to translation initiation. Ribosomal proteins were particularly affected (Figs. 4 and 5). There is growing support for the concept of specialized ribosomes. According to this model, variations in the composition of the ribosome due to the presence or absence of certain ribosomal proteins or alternative isoforms could ultimately dictate which mRNAs get preferentially translated^46^. Therefore, these alterations could later lead to translation changes of a specific set of genes.

## Discussion

We performed the first integrated analysis to define global changes associated with the early response to radiation in glioblastoma. Our approach allowed the identification of “conserved” alterations at the transcription, splicing and translation levels and defined possible crosstalk between different regulatory processes. Alterations at the level of transcription were dominant, but changes affecting genes implicated in RNA mediated regulation were ubiquitous; they indicate that these processes are important components in radio-response and suggest that more robust changes in splicing and translation might take place later.

### E2F1, E2F2, E2F8, and FOXM1 as major drivers of transcriptional responses upon radiation

We observed marked changes in the mRNA levels of genes implicated in cell cycle, DNA replication, and repair 24 hours (T24) after radiation. Downregulation of several transcription factors, most of them members of the zinc finger family, was observed at one hour post-radiation. This group displays high correlations in expression within glioblastoma samples from TCGA, suggesting that they might work together to regulate gene expression. Unfortunately, most are poorly characterized, and the lack of information has prevented establishing further connections to changes in the cell cycle and DNA replication that we observed at T24.

GSEA and expression correlation analysis suggested that the downregulation of members of the E2F family is likely responsible for several of the expression changes we observed at T24. E2Fs have been defined as major transcriptional regulators of the cell cycle. The family has eight members that could act as activators or repressors depending on the context, and are known to regulate one another. They are upregulated in many tumors due to overexpression of cyclin-dependent kinases (CDKs), inactivation of CDK inhibitors, or RB Transcriptional Corepressor 1 (RB1) and are linked to poor prognosis. Alterations in E2F genes can induce cancer in mice^47,48^. Specifically, we found that three E2F members showed decreased expression upon radiation: E2F1, E2F2, and E2F8, all of which have been previously implicated in glioblastoma development.

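E2F1 fell in 5 of the 6 same-numbered pairs between T1 and T24, and E2F2 and E2F8 fell in all 6. Over the 17 fits that each left out 1 library, the averaged log2 fold change stayed between -0.75 and -0.60 for E2F1, -1.20 and -0.85 for E2F2, and -1.17 and -1.03 for E2F8, and passed the threshold in each. From gene set enrichment and expression correlation, the paper proposes that the lower expression of E2F family members accounts for several of the expression changes at T24.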

E2F1 is probably the best-characterized member of the E2F family. Besides its known effect on cell cycle regulation and DNA replication, it is also a positive regulator of telomerase activity, binding the TERT promoter^49^. Recent studies show that lncRNAs and miRNAs function in an antagonistic fashion to regulate E2F1 expression, ultimately affecting cell proliferation, glioblastoma growth, and response to therapy^50–52^. E2F2 has been linked to the maintenance of glioma stem cell phenotypes and cell transformation^53,54^. Several tumor suppressor miRNAs (let7b, miR-125b, miR-218, and miR-138) decrease the proliferation and growth of glioblastoma cells by targeting E2F2^53,55–57^. Although still poorly characterized in the context of glioblastoma, E2F8 drives an oncogenic phenotype in glioblastoma. Its expression is modulated by HOXD-AS1, which serves as a sponge and prevents the binding of miR-130a to E2F8 transcripts^58^. FOXM1 is another potential regulator of the group of cell cycle and DNA replication genes affected by radiation. FOXM1 is established as an important player in chemo- and radio-resistance and a contributor to glioma stem cell phenotypes^5,6,59–64^. FOXM1 and E2F protein have a close relationship and share target genes^65^. Additionally, FOXM1- and E2F2-mediated cell cycle transitions are implicated in the malignant progression of IDH1 mutant glioma^66^.

E2F and FOXM1 targeting could be considered as an option to increase radio-sensitivity. Since the development of transcription factor inhibitors is very challenging, an alternative to be considered is the use of BET (bromodomain and external) inhibitors. BET is a family of proteins that function as readers for histone acetylation and modulates the transcription of oncogenic programs^67^. Recent studies in glioblastoma with a new BET inhibitor, dBET6, showed promising results and established that its effect on cancer phenotypes comes via disruption of the transcriptional program regulated by E2F1^68^.

### RNA processing and regulation as novel categories in radio-response

Besides the expected changes in expression of cell cycle, DNA replication and repair genes, radiation affected preferentially the expression of genes implicated in RNA processing and regulation. Additionally, we identified a co-expression module containing multiple genes associated with translation initiation, rRNA and snoRNA processing, RNA localization, and ribonucleoprotein complex biogenesis.

Many regulators of RNA processing are implicated in glioblastoma development, and splicing alterations affect all hallmarks of cancer^69^. Radiation-induced changes in the splicing patterns of oncogenic factors and tumor suppressors such as CDH11, CHN1, CIC, EIF4A2, FGFR1, HNRNPA2B1, MDM2, NCOA1, NUMA1, RPL22, SRSF3, TPM3, APC, CBLB, FAS, PTCH1, and SETD2. 

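All 4 of MAGOH, PPIH, ALYREF and SNRPE fell between T1 and T24, in each of the 6 same-numbered pairs. ALYREF (ENSG00000183684, chromosome 17 from 81887835 to 81891586) had 159 ± 23.8 CPM at T1 and 101 ± 3.48 at T24 in U251, and 141 ± 24.4 and 63.2 ± 7.91 in U343 (SD, n = 3), a log2 fold change of -0.90 (standard error 0.098, edgeR adjusted p = 8.63e-06), and fell by different amounts in the lines, -0.65 in U251 and -1.16 in U343, with the replicate block (edgeR adjusted p = 0.00530) and not without it (edgeR adjusted p = 0.129). SNRPE had a log2 fold change of -0.59 (standard error 0.067, edgeR adjusted p = 1.21e-05) and MAGOH one of -0.39 (standard error 0.073, edgeR adjusted p = 6.62e-04). PPIH (ENSG00000171960, chromosome 1 from 42658335 to 42676758) had one of -0.54 (standard error 0.091, edgeR adjusted p = 3.36e-04), from -0.22 in U251 (edgeR adjusted p = 0.250) and -0.86 in U343, and the lines differed (edgeR adjusted p = 0.0397; 0.00287 with the replicate block). All 4 genes passed the threshold with the replicate block.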

We also observed changes in expression of four RNA processing regulators previously identified in genomic/functional screening for RNA binding proteins contributing to glioblastoma phenotypes: MAGOH, PPIH, ALYREF, and SNRPE^70^.

### Potential new targets to increase radio-sensitivity and prevent relapse

Activation of oncogenic signals is an undesirable effect of radiation that could influence treatment response and contribute to relapse. We observed increased expression or translation and splicing alterations of a number of pro-oncogenic factors, genes whose high expression is associated with poor survival and genes previously implicated in radio-resistance.

Among genes with the most marked increase in expression upon radiation, we identified members of the Notch pathway (HES2, NOTCH3, MFNG, and JAG2). 

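These 4 genes are lowly expressed in both lines. HES2 (ENSG00000069812, chromosome 1 from 6412418 to 6424670) had 0.433 ± 0.179 CPM at T1 and 2.14 ± 0.166 at T24 in U251 (SD, n = 3), a log2 fold change of 2.30 in that line (edgeR adjusted p = 4.37e-04), and no U343 library with more than 3 counts at either time point. NOTCH3 had 0.138 ± 0.0842 CPM at T1 and 0.528 ± 0.304 at T24 in U251, and 0.374 ± 0.0687 and 0.422 ± 0.185 in U343 (SD, n = 3), an averaged log2 fold change of 1.04 (standard error 0.35, edgeR adjusted p = 0.0338) that came from U251 (1.91) more than from U343 (0.18), a difference that did not pass the threshold (edgeR adjusted p = 0.160; 0.0834 with the replicate block). MFNG had 0.193 ± 0.0814 CPM at T1 and 0.726 ± 0.216 at T24 in U251, and 0.442 ± 0.184 and 0.700 ± 0.208 in U343 (SD, n = 3), an averaged log2 fold change of 1.29 (standard error 0.35, edgeR adjusted p = 0.0103), and JAG2 had 0.270 ± 0.0440 CPM at T1 and 0.613 ± 0.407 at T24 in U251, and 0.691 ± 0.294 and 1.91 ± 0.348 in U343 (SD, n = 3), one of 1.32 (standard error 0.30, edgeR adjusted p = 0.00337). All 4 averaged contrasts passed the threshold with the replicate block. With 1 library left out at a time, NOTCH3 lost significance in 8 of 17 fits and HES2 in 2.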

Notch activation has been linked to radio-resistance in glioblastoma, and Notch targeting improves the results of radiation treatment^71,72^. We also identified several genes associated with the PI3K-Akt, Ras, and Rap1 signaling pathways that increased expression levels upon radiation exposure. Targeting these pathways has been explored as a therapeutic option in glioblastoma^71,73^. Other oncogenic factors relevant to glioblastoma that had increased expression after radiation exposure include SRC, MUC1, LMO2, PML, PDGFR $$\beta $$, BCL3, and BCL6.

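MUC1 (ENSG00000185499, chromosome 1 from 155185824 to 155192916) had 0.330 ± 0.255 CPM at T1 and 1.31 ± 0.274 at T24 in U251, and 3.25 ± 0.569 and 4.79 ± 0.502 in U343 (SD, n = 3), an averaged log2 fold change of 1.27 (standard error 0.23, edgeR adjusted p = 5.23e-04), 1.99 in U251 and 0.56 in U343. LMO2 had one of 1.10 (standard error 0.28, edgeR adjusted p = 0.00688), 1.99 in U251 and 0.20 in U343. Whether the lines differed depends on the model. Neither difference passed the threshold without the replicate block (edgeR adjusted p = 0.0661 and 0.0626), and both did with it (edgeR adjusted p = 0.0303 and 0.0261). PML, PDGFRB and BCL3 had averaged log2 fold changes of 0.54 (standard error 0.078, edgeR adjusted p = 1.06e-04), 0.87 (standard error 0.16, edgeR adjusted p = 6.99e-04) and 0.68 (standard error 0.16, edgeR adjusted p = 0.00395), and rose in all 6 same-numbered pairs. SRC and BCL6 also rose in all of them. All of these genes passed the threshold with the replicate block.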

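BCL6 (ENSG00000113916, chromosome 3 from 187721377 to 187745725) had 14.1 ± 1.03 CPM at T1 and 20.0 ± 2.21 at T24 in U251, and 13.3 ± 1.36 and 20.5 ± 0.412 in U343 (SD, n = 3), a log2 fold change of 0.56 (standard error 0.079, edgeR adjusted p = 7.50e-05). IDO1 (ENSG00000131203, chromosome 8 from 39902275 to 39928790) had 0.0558 ± 0.0463 CPM at T1 and 0.284 ± 0.0496 at T24 in U251, and 1.58 ± 0.337 and 2.34 ± 0.714 in U343 (SD, n = 3), an averaged log2 fold change of 1.41 (standard error 0.30, edgeR adjusted p = 0.00222). RRM2B (ENSG00000048392, chromosome 8 from 102204502 to 102238961) had 52.1 ± 4.97 CPM at T1 and 52.3 ± 4.30 at T24 in U251, and 164 ± 25.4 and 249.7 ± 18.4 in U343 (SD, n = 3). Its averaged log2 fold change was 0.31 (standard error 0.090, edgeR adjusted p = 0.0167), from 0.00656 in U251 (edgeR adjusted p = 0.986) and 0.60 in U343 (edgeR adjusted p = 0.00295), and the difference between the lines passed the threshold with the replicate block (edgeR adjusted p = 0.00122) and not without it (edgeR adjusted p = 0.0537). For the averaged changes, the edgeR adjusted p-values with the replicate block were 2.75e-05 for BCL6, 0.00121 for IDO1 and 3.07e-04 for RRM2B.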

Anti-apoptotic genes (BCL6, RRM2B, and IDO1) also showed increased expression upon radiation. BCL6 is a member of the ZBTB family of transcription factors, which functions as a p53 pathway repressor. The blockage of the interaction between BCL6 and its cofactors has been established as a novel therapeutic route to treat glioblastoma^74^. RRM2B is an enzyme essential for DNA synthesis and participates in DNA repair, cell cycle arrest, and mitochondrial homeostasis. The depletion of RRM2B resulted in ADR-induced apoptosis, growth inhibition, and enhanced sensitivity to chemo- and radiotherapy^75^. IDO1 is a rate-limiting metabolic enzyme involved in tryptophan metabolism that is highly expressed in numerous tumor types^76^. The combination of radiation therapy and IDO1 inhibition enhanced therapeutic response^77^.

Among genes whose high expression correlates with decreased survival in glioblastoma, we identified several components of the “matrisome” and associated factors (FAM20C, SEMA3F, ADAMTSL4, ADAMTS14, SERPINA5, and CRELD1). 

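FAM20C (ENSG00000177706, chromosome 7 from 192571 to 260772) had 111 ± 20.3 CPM at T1 and 253 ± 35.5 at T24 in U251, and 132 ± 5.85 and 169.8 ± 9.62 in U343 (SD, n = 3). On average over both lines the log2 fold change was 0.78 (standard error 0.084, edgeR adjusted p = 7.97e-06), with a larger rise in U251 (1.20) than in U343 (0.36), a difference that passed the threshold (edgeR adjusted p = 0.00551; 0.00198 with the replicate block). SEMA3F and CRELD1 had log2 fold changes of 0.69 (standard error 0.16, edgeR adjusted p = 0.00304) and 0.53 (standard error 0.12, edgeR adjusted p = 0.00313), and ADAMTS14 one of 1.46 (standard error 0.29, edgeR adjusted p = 0.00133). ADAMTSL4 had one of 1.28 (standard error 0.44, edgeR adjusted p = 0.0356), from 0.160 ± 0.0190 CPM at T1 and 0.850 ± 0.0528 at T24 in U251, and 0.0720 ± 0.0593 and 0.0770 ± 0.0608 in U343 (SD, n = 3), and lost significance in 9 of the 17 fits that each left out 1 library. SERPINA5 was expressed in U251, with 18.8 ± 6.55 CPM at T1 and 55.6 ± 20.5 at T24, and hardly in U343, with 0.0823 ± 0.0286 and 0.282 ± 0.230 CPM (SD, n = 3). The log2 fold change averaged over the lines was 1.62 (standard error 0.46, edgeR adjusted p = 0.0128), which lost significance in 1 of the 17 fits. All 6 genes passed the threshold with the replicate block.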

The core of the “matrisome” contains ECM proteins, while associated proteins include ECM-modifying enzymes and ECM-binding growth factors. This complex of proteins assembles and modifies extracellular matrices, contributing to cell survival, proliferation, differentiation, morphology, and migration^78^. In addition, several genes of the proteinase inhibitor SERPIN family (SERPINA3, SERPINA12, SERPINA5, and SERPINI1) implicated in ECM regulation^79^ were among those with high levels of expression upon radiation.

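SERPINI1 (ENSG00000163536, chromosome 3 from 167735243 to 167825569) had 2.58 ± 0.501 CPM at T1 and 5.89 ± 0.825 at T24 in U251, and 1.86 ± 0.116 and 1.76 ± 0.179 in U343 (SD, n = 3). Averaged over both lines, its log2 fold change was 0.56 (standard error 0.13, edgeR adjusted p = 0.00391), from 1.19 in U251 and -0.076 in U343, and the lines differed (edgeR adjusted p = 0.00645; 0.00397 with the replicate block), so that it rose in U251 and did not change detectably in U343 (edgeR adjusted p = 0.834). SERPINA3 had 2.21 ± 1.60 CPM at T1 and 3.02 ± 0.336 at T24 in U251, and 0.183 ± 0.140 and 0.300 ± 0.175 in U343 (SD, n = 3), and its log2 fold change of 0.57 (standard error 0.41, edgeR adjusted p = 0.334) did not pass the threshold, with the replicate block either (edgeR adjusted p = 0.121). SERPINA12 had too few counts to pass filterByExpr and was not tested.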

In conclusion, our results generated a list of candidates for combination therapy. Contracting the effect of oncogenic factors and genes linked to poor survival could increase radio-sensitivity and treatment efficiency. Importantly, there are known inhibitors against several of these proteins (Supplementary Table S5). Moreover, RNA processing and translation were determined to be important components of radio-response. These additional vulnerable points could be explored in therapy, as many inhibitors against components of the RNA processing and translation machinery have been identified^80,81^.

## Methods

### Cell culture and radiation treatment

A172 was obtained from ATCC. U251 and U343 cells were obtained from the University of Uppsala (Sweden) and maintained in Dulbecco’s Modified Eagle Medium (DMEM, Hyclone) supplemented with 10% fetal bovine serum, 1% Penicillin/Streptomycin at 37 °C in 5% CO_2_-humidified incubators and were sub-cultured twice a week. Cells were plated after appropriate dilution, and ionizing radiation treatment was performed on the next day at a dose of 5 Gray (Gy). 5 Gy was chosen since in current hypofractionated regimen, radiation therapy is delivered over the course of 5 fractions at 5 Gy per fraction. A cabinet X-ray system (CP-160 Cabinet X-Radiator; Faxitron X-Ray Corp., Tucson, AZ) was used. Glioma stem line 3565 was established in Dr. Jeremy Rich;s lab; cells were cultured in Neurosphere Media consisting of Neurobasal-A supplemented with B-27, 50 ng/ml EGF, and 50 ng/ml hFGF.

### qRT-PCR analysis

After exposure to ionizing radiation, cells were cultured for 14, 24, and 48 hours (hrs). Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. Reverse transcription was performed using High-Capacity cDNA reverse transcription kit (Applied Biosystems). Quantitative PCR was performed using TaqMan Universal PCR Master Mix (Applied Biosystems) or PowerUp SYBR Green Master Mix (Applied Biosystems) and reactions were performed on $${\text{ViiA}}^{\text{TM}}$$ 7 Real-Time PCR System (Applied Biosystems). Data were acquired using ViiA 7 RUO software (Applied Biosystems) and analyzed using the 2-ΔΔ CT method with GAPDH as an endogenous control. Probes and primers used in qRT-PCR are listed in Supplementary Table S11.

### RNA preparation, RNA-seq and ribosome profiling (Ribo-seq)

RNA was purified using a GeneJet RNA kit from Thermo Scientific. The TruSeq Ribo Profile (Mammalian) kit from Illumina was used to prepare material for ribosome profiling (Ribo-seq). RNA-seq and Ribo-seq samples were prepared according to Illumina protocols and sequenced at UTHSCSA Genome Sequencing Facility.

### Overall strategy to identify gene expression alterations upon radiation

To identify the most relevant expression alterations in the early response to radiation, we analyzed samples from U251 and U343 cells collected at 0 (T0), 1 (T1), and 24 (T24) hours post-radiation. The time of one hour and 24 hours were chosen as this reflects the immediacy of the DNA damage response and resolution of double stranded DNA breaks. The production of double stranded DNA breaks occurs nearly immediately with the subsequent resolution of the breaks nearly immediately (within 15–60 minutes after exposure to ionizing radiation) with near resolution of all breaks by 24 hours. To capture the progressive dynamics of expression alterations, we compared T0 to T1 samples and T1 to T24 samples. Our strategy to identify the most relevant alterations in expression with maximal statistical power was to combine all samples and use a design matrix with cell type defined as a covariate with time points (Supplementary Fig. S1).

### Sequence data pre-processing and mapping

The quality of raw sequences reads from RNA-Seq and Ribo-Seq datasets were assessed using FastQC^82^. Adaptor sequences and low-quality score (phred quality score <5) bases were trimmed from RNA-Seq and Ribo-Seq datasets with TrimGalore (v0.4.3)^83^. The trimmed reads were then aligned to the human reference genome sequence (Ensembl GRCh38.p7) using STAR aligner (v.2.5.2b)^84^ with GENCODE^85^ v25 as a guided reference annotation, allowing a mismatch of at most two positions. All the reads mapping to rRNA and tRNA sequences were filtered out before downstream analysis. Most reads in the Ribo-seq samples mapped to the CDS. 

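Of the uniquely aligned Ribo-seq reads, the share counted on the CDS was 79.8% to 84.8% in the 8 U251 libraries (median 83.1%) and 66.9% to 79.7% in the 9 U343 libraries (median 77.5%). In RNA-seq the same share was 38.0% to 41.4% in U251 and 40.0% to 41.9% in U343. htseq-count also reported alignments at more than 1 place, which it does not count on genes. They made up 78.7% to 93.9% of the alignments in the U251 Ribo-seq libraries and 90.7% to 96.2% in those of U343. A read aligned at several places adds an alignment for each, so these are shares of alignments and not of reads.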

The periodicity analysis was performed using ribotricer^86^. The number of reads assigned to annotated genes included in the reference genome was obtained by htseq-count^87^.

### Differential gene expression analysis

For differential expression analysis, we performed counting over exons for the RNA-seq samples. For translational efficiency analyses, counting was restricted to the CDS. Differential gene expression analysis was performed by employing the DESeq2 package^88^, with read counts from both U251 and U343 cell samples as inputs. Both the cell line and time were treated as covariates along with their interaction term. To find differentially expressed genes that show changes between two time points, we used time specific contrasts. The p-values were adjusted for controlling for the false discovery rate (adjusted p-value) using the Benjamini and Hochberg (BH) procedure^89^. Differentially expressed genes were defined with an adjusted p-value < 0.05.

### Weighted gene co-expression network analysis

WGCNA^22^ uses pairwise correlations on expression values to identify genes significantly co-expressed across samples. We used this approach to identify gene modules with significant co-expression variations as an effect of radiation. The entire set of expressed genes, defined here as those with one or higher transcripts per million higher (TPM), followed by variance stabilization) from U251 and U343 samples were clustered separately using the signed network strategy. We used the $${Z}_{\text{summary}}$$^90^ statistic as a measure of calculating the degree of module preservation between U251 and U343 cells. $${Z}_{\text{summary}}$$ is a composite statistic defined as the average of the density and connectivity based statistic. Thus, both density and connectivity are considered for defining the preservation of a module. Modules with $${Z}_{\text{summary}}\, > \,5$$ were considered as significantly preserved. The expression profile of all genes in each co-expression module can be summarized as one “eigengene”. We used the eigengene-based connectivity (kME) defined as the correlation of a gene with the corresponding module eigengene to assess the connectivity of genes in a module. The intramodular hub genes were then defined as genes with the highest module membership values (kME > 0.9). All analysis was performed using the R package WGCNA. The protein-coding hub genes were then selected for gene ontology enrichment analysis.

### Translational efficiency analysis

We used Riborex^91^ to perform differential translational efficiency analysis. The underlying engine selected was DESeq2^88^. DESeq2 estimates a single dispersion parameter per gene. However, RNA-Seq and Ribo-Seq libraries can have different dispersion parameters owing to different protocols. We estimated the dispersion parameters for RNA-Seq and Ribo-Seq samples separately and found them to be significantly different (mean difference = 0.04, p-value $$ < \,2.2e-16$$). This leads to a skew in translational-efficiency p-value distribution since the estimated null model variance for the Wald test is underestimated. 

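The gene-wise dispersion that DESeq2 estimated separately for each assay, over the 12336 genes tested for efficiency, had a mean of 0.0396 in RNA-seq and 0.0300 in Ribo-seq. The mean difference, Ribo-seq less RNA-seq, was -0.00959 (95% confidence interval across genes -0.0131 to -0.00611; genes are not independent replicates). The medians went the other way, 0.0104 in RNA-seq and 0.0118 in Ribo-seq, and 53.5% of genes had the higher dispersion in Ribo-seq. Restricted to genes with at least 10 counts in every library, the mean difference changed sign, to 0.00184.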

To address this issue, we performed a p-value correction using fdrtool^92^ that re-estimates the variance using an empirical bayes approach. Normalized read counts for both Ribo-seq and RNA-seq samples are provided in Supplementary Table S12.

### Alternative splicing analysis

Alternative splicing analysis was performed using rMATS^93^. All reads were trimmed using cutadapt^94^ with parameters (-u -13 -U -13) to ensure trimmed reads had equal lengths (138 bp). rMATs was run with default parameters in paired end mode (-t paired) and read length set to 138 bp (-len 138) using GENCODE GTF (v25) and STAR index for GRCh38.

### Gene ontology (GO) and pathway enrichment analysis

To classify the functions of differentially enriched genes, we performed GO enrichment, and the Reactome pathway^95^ analysis using Panther^96^. For both analyses, we considered terms to be significant if BH adjusted p-values weree <0.05, and fold enrichment is >2.0. Further, we used REVIGO^97^ to reduce redundancy of the enriched GO terms and visualize the semantic clustering of the identified top-scoring terms. We used STRING database (v10)^98^ to construct protein-protein interaction networks and determine associations among genes in a given dataset. The interactions are based on experimental evidence procured from high-throughput experiments text-mining, and co-occurrence. Only high-confidence (0.70) nodes were retained.

### Expression correlation analysis

Gene expression correlation analysis was done using Gliovis^24^ using glioblastoma samples (RNAseq) from the TCGA. To select correlated genes, we used Pearson correlation, $$R\, > \,0.3$$, and p-value < 0.05. A list of genes affecting survival in glioblastoma was downloaded from GEPIA^99^. A list of long non-coding RNAs (lncRNAs) implicated in glioma development was obtained from Lnc2Cancer^32^. Drug-gene interactions were identified using the Drug-Gene Interaction Database^100^.

### Accession codes

The processed data of read abundance matrices are available through GEO accession GSE141013. Code for differential expression analysis and translational efficiency analysis is available at https://github.com/saketkc/2019_radiation_gbm.

## Supplementary information

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

Supplementary Table S8

Supplementary Table S9

Supplementary Table S10

Supplementary Table S11

Supplementary Table S12

Supplementary information.

# Supplementary material for: Genomic analyses of early responses to radiation inglioblastoma reveal new alterations at transcription,splicing, and translation levels
**Source:** Sci Rep. 2020 Jun 2;10:8979. doi: 10.1038/s41598-020-65638-1
**Supplement:** Supplementary file 1 — Supplementary Table S1

# Supplementary Information: Genomic analyses of early responses to radiation in glioblastoma reveal new alterations at transcription, splicing, and translation levels

Saket Choudhary <sup>\*1</sup>, Suzanne C. Burns <sup>\*†2</sup>, Hoda Mirsafian<sup>1</sup>, Wenzheng Li<sup>1</sup>, Dat T. Vo<sup>4</sup>, Mei Qiao<sup>2</sup>, Xiufen Lei<sup>2</sup>, Andrew D. Smith<sup>1</sup>, and Luiz O. Penalva <sup>‡2,3</sup>

## Supplementary Figures

---

\*Equal contributor

†In memoriam

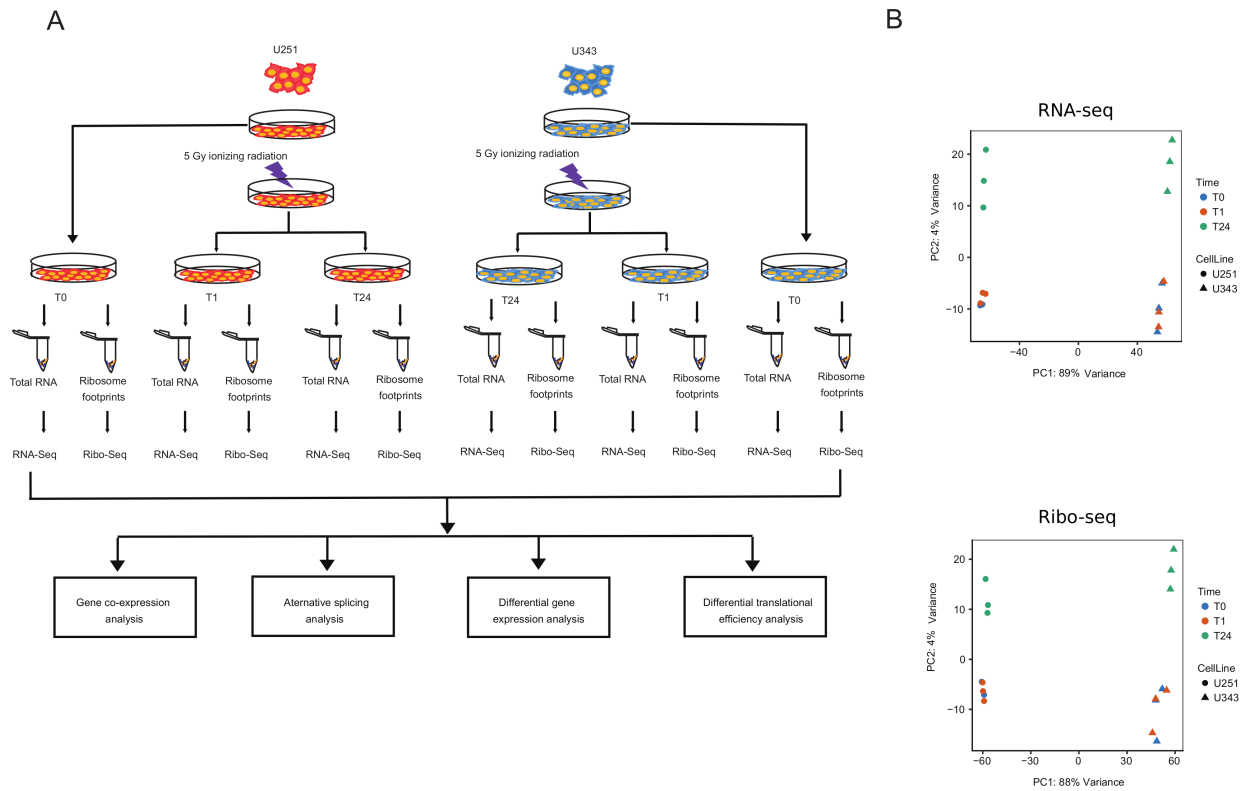

**Figure S1: Experimental design and Principal Component Analysis of RNA-Seq and Ribo-Seq data from glioblastoma cell lines.** A) Schematic representation of experimental protocol followed for radiation exposure of glioma cell lines, and sample preparation for sequencing the RNA and ribosome footprints. B) Principal component analyses performed on normalized log-transformed read counts of RNA-Seq and Ribo-Seq datasets.

## Ribo-seq fragment length distribution

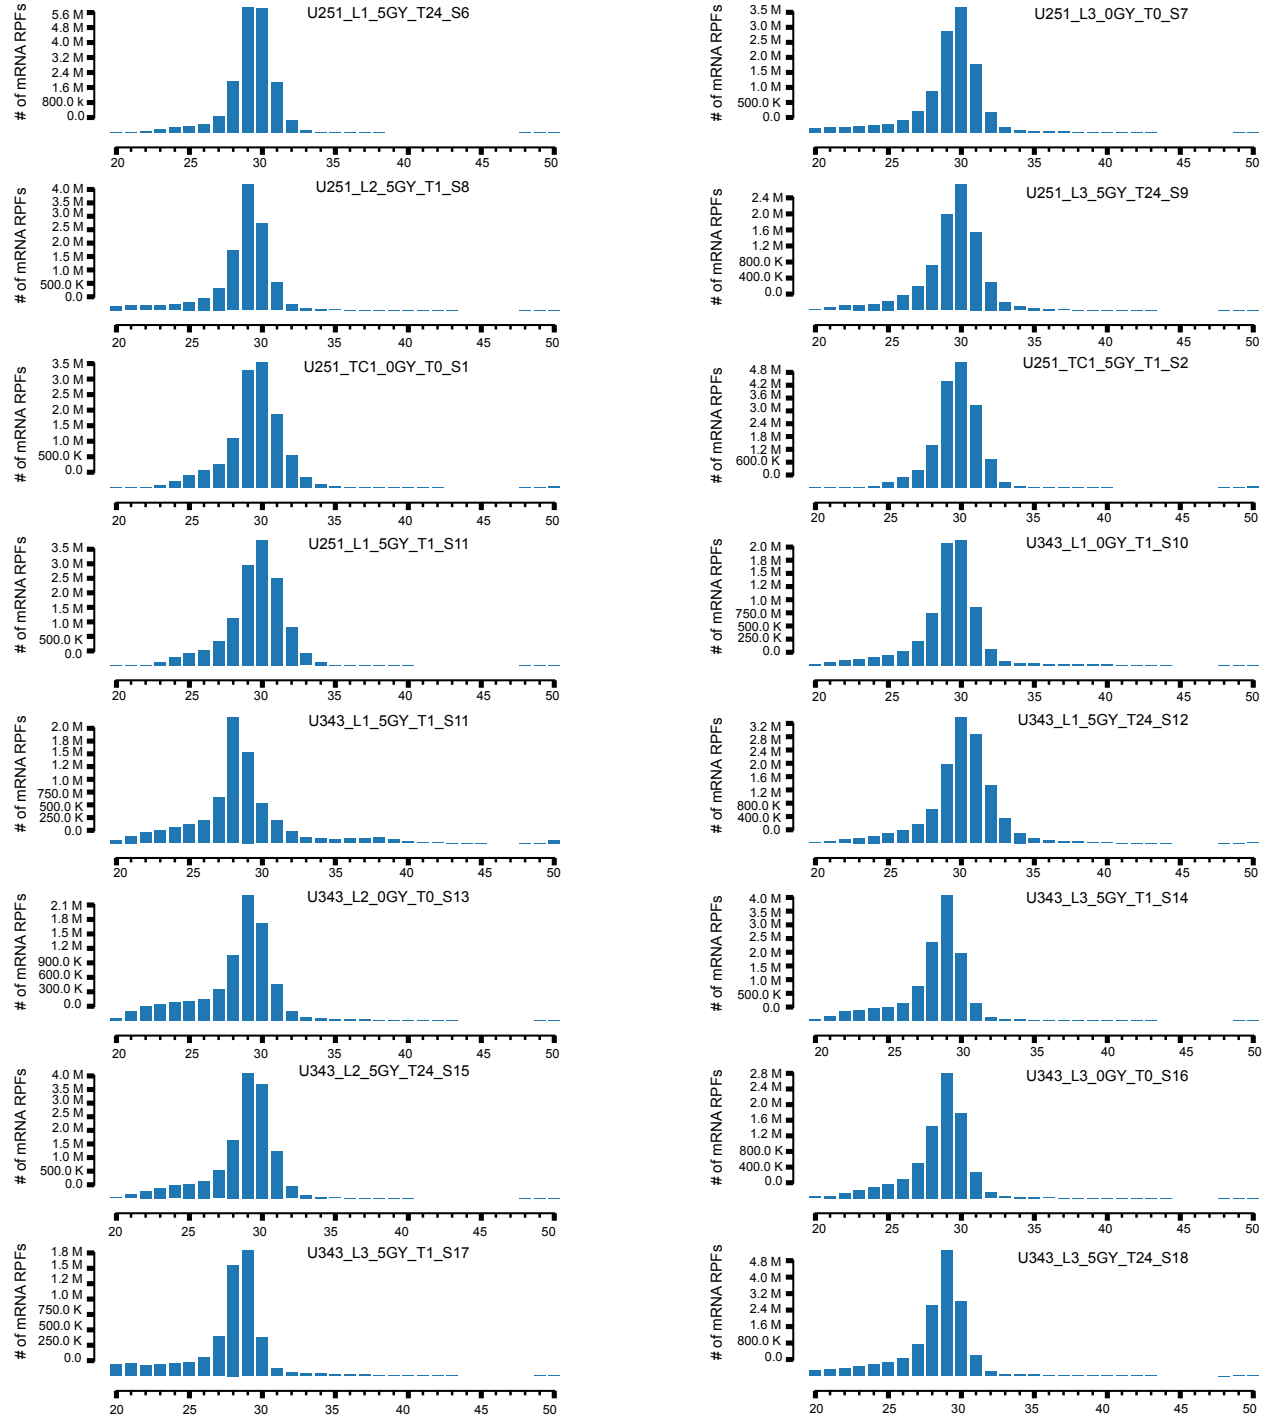

Figure S2: **Fragment length distribution of ribosome footprints of glioblastoma cell lines.** Fragment length distribution was obtained using ribotracer (v1.1.0).

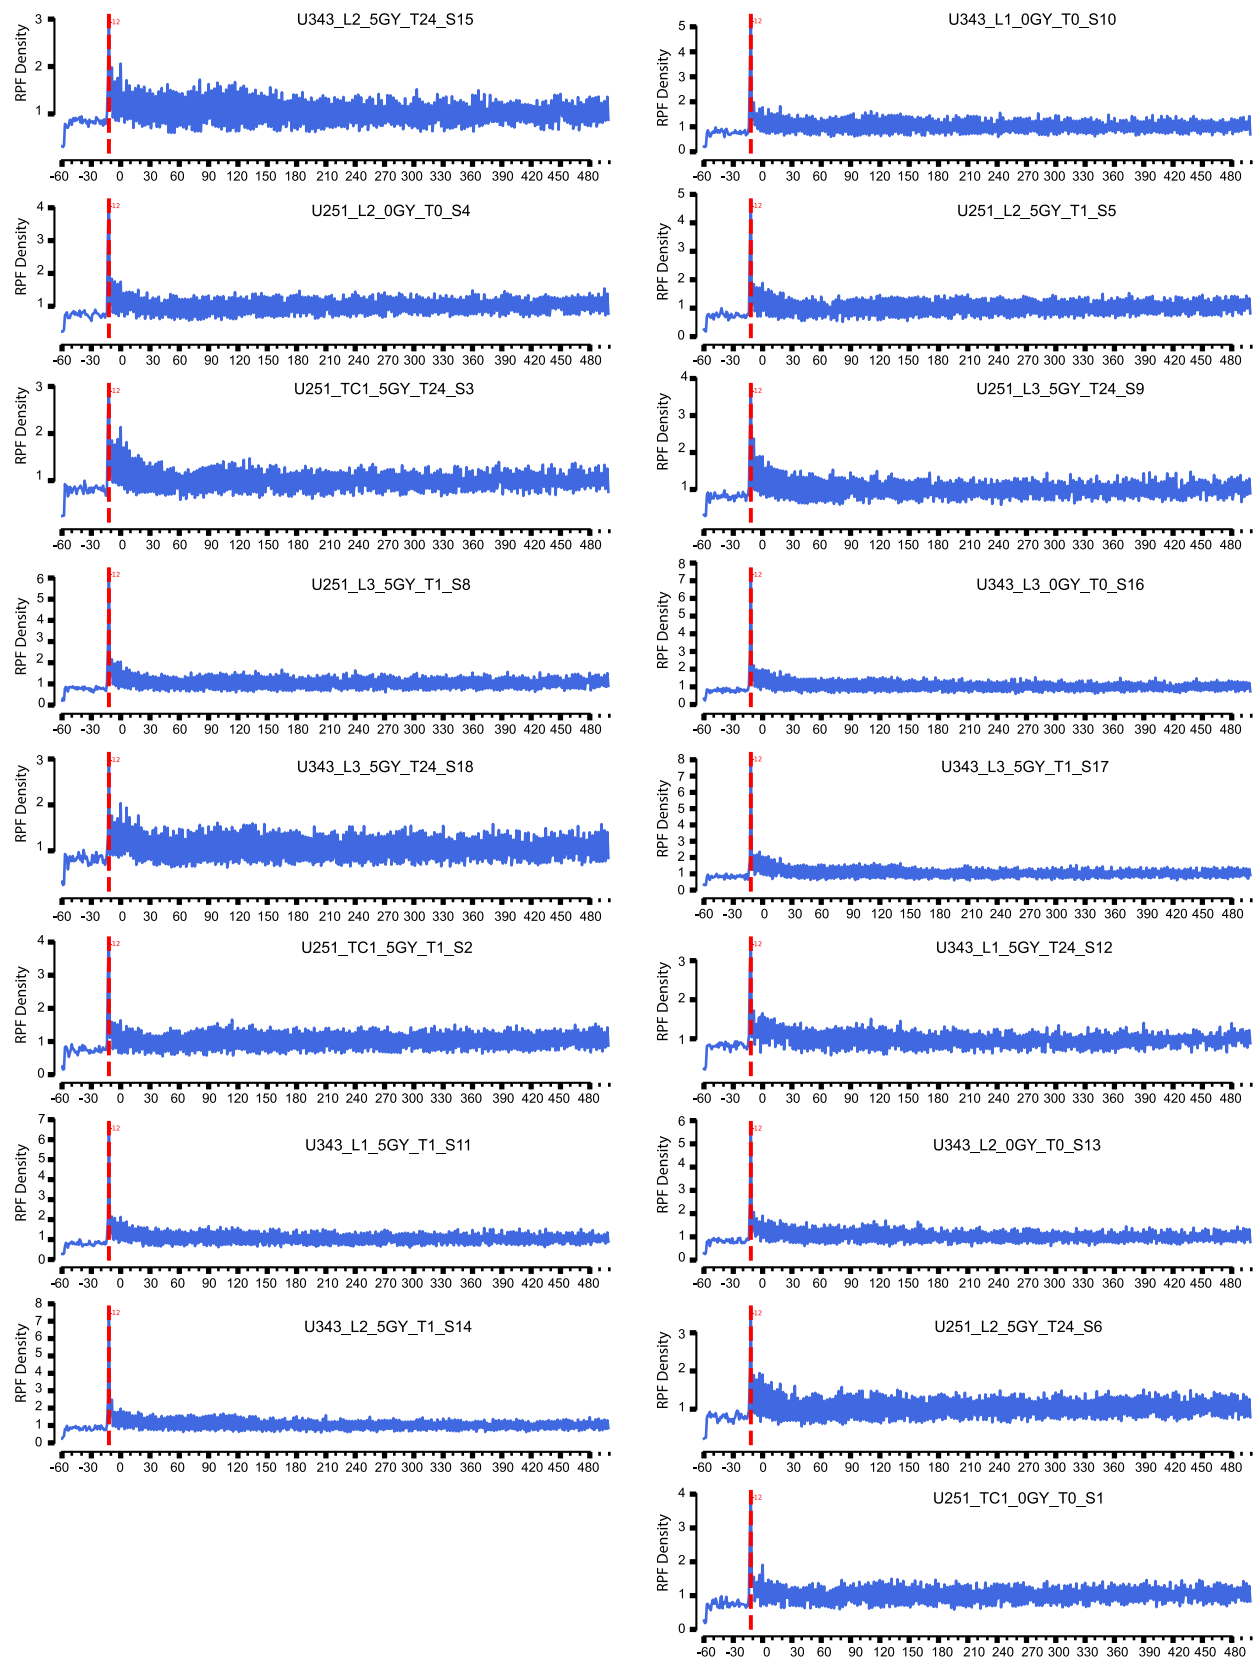

Figure S3: The ribosome density profiles of glioblastoma cell lines. Metagene distribution plots were obtained using ribotricer (v1.1.0).

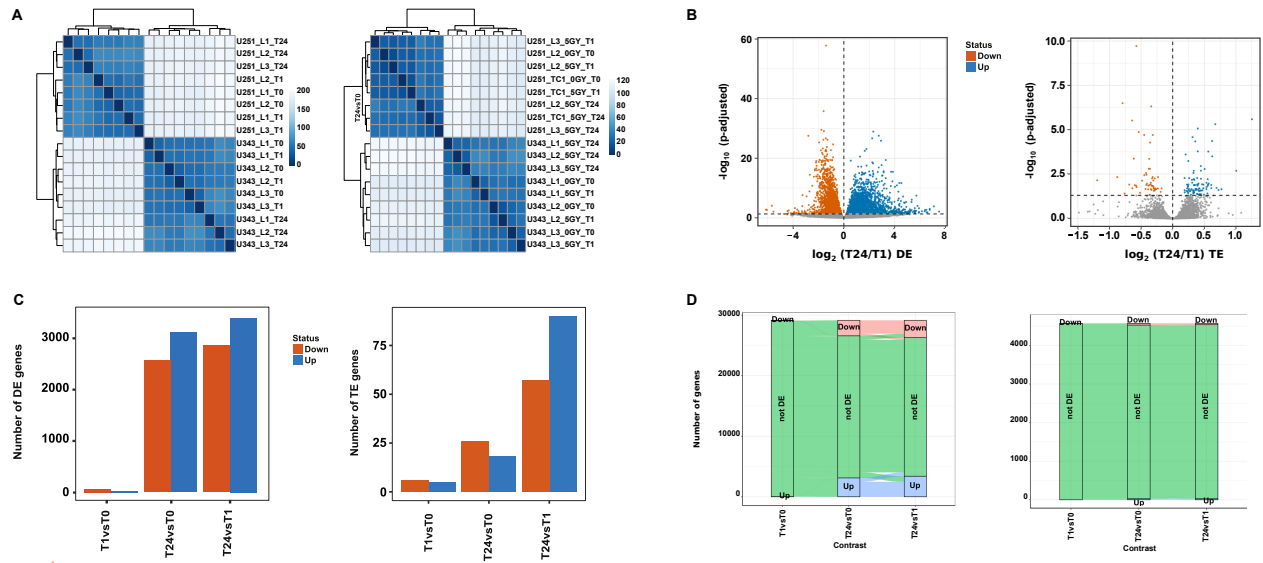

**Figure S4: A global view of glioblastoma cell lines transcription and translation profiles after radiation.** A) Heatmap indicating sample-wise distance on the logarithm scale of normalized read counts for RNA-seq (left) and Ribo-seq (right) samples. B) Volcano plots showing the expression (left) and translation alterations (right) of genes at 24 hr compared to 1 hr after radiation exposure. Blue dots indicate upregulated genes (adjusted p-value < 0.05,  $\log_2$  fold change < 0), and orange dots indicate downregulated genes (adjusted p-value < 0.05,  $\log_2$  fold change > 0). C) Differentially expressed genes (left) and the number of genes whose translation efficiency is differentially regulated (right) after radiation exposure at different time points. D) Comparison of differentially expressed genes (left) and genes whose translation efficiency is differentially regulated (right) using the integrated (indicated as 'All') approach between three contrasts T1vsT0, T24vsT0, and T24vsT1.

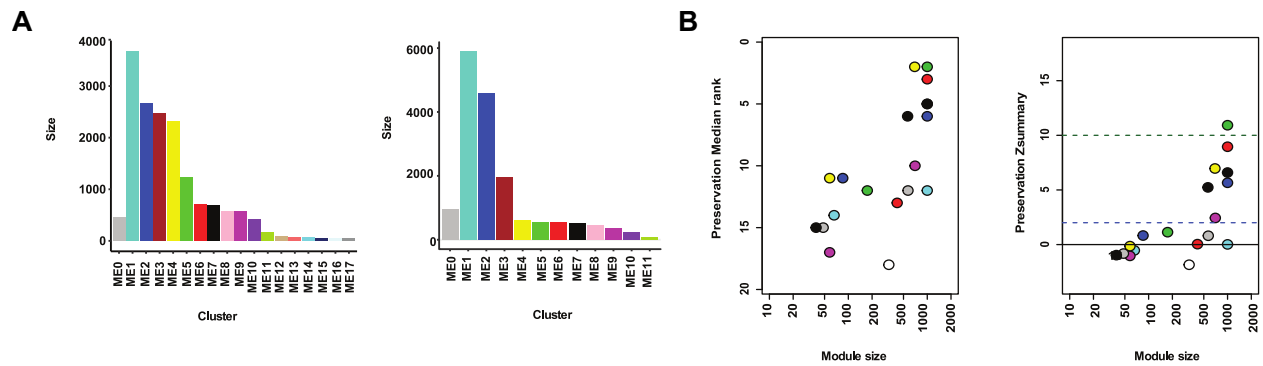

**Figure S5: Co-expression analysis of glioblastoma cell lines.** A) Sizes of gene modules found in U251 and U343 cell lines. B) Preservation Median Rank and  $Z_{summary}$  for all modules. A lower median rank indicates the module is preserved, and the corresponding modules in U251 and U343 cell lines share a high number of genes. A  $Z_{summary}$  score of 2-10 indicates weak preservation, while a  $Z_{summary} > 10$  indicates high preservation.

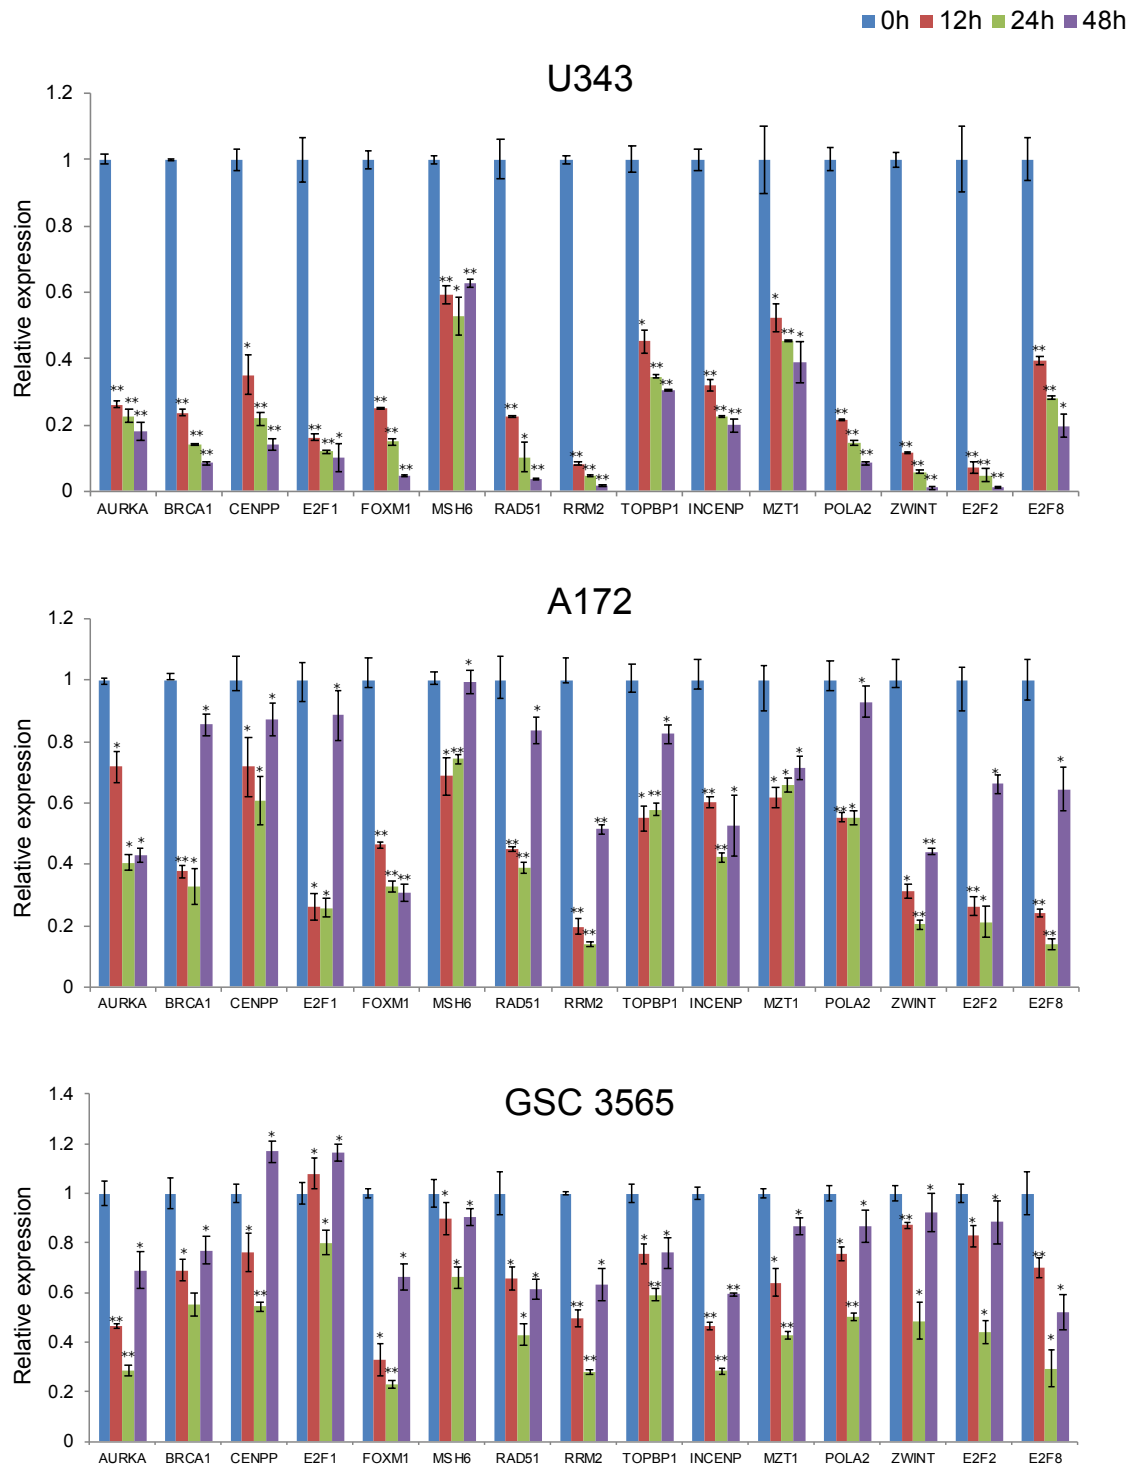

**Figure S6: Validation of changes in expression of DNA replication, DNA repair and cell cycle genes by qRT-PCR.** GBM cells U343 and A172 and GSC line 3565 were cultured till 80-90% confluent and then exposed to 5 Gy of ionizing radiation (IR), using a CP-160 Cabinet X-Radiator (Faxitron X-Ray Corp). Cells were collected at 12h, 24h and 48h after irradiation and changes in expression were analyzed by qRT-PCR.  $p < 0.05$ \*,  $p < 0.01$  \*\*.

How the deposited data were processed for this re-analysis (not part of the article)

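RNA-seq and Ribo-seq of 2 glioblastoma cell lines, U251 and U343, were read from the processed files. Cells were collected unirradiated (T0), 1 hour (T1) and 24 hours (T24) after 5 Gy of X-rays, with 3 libraries per line and time point in each assay except U251 at T0, which had 2. This makes 17 RNA-seq libraries of polyadenylated RNA and 17 Ribo-seq libraries prepared from total RNA.

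The authors trimmed the reads with TrimGalore, aligned them to GRCh38 with STAR and GENCODE v25, removed reads from rRNA and tRNA, and deposited raw counts per gene from htseq-count, without normalization. For RNA-seq the authors deposited counts over exons (58037 genes) and over coding sequence (CDS, 20412 genes), and for Ribo-seq counts over CDS were used. The strand setting of the counting is not stated, and reads aligned at several places are left out of the counts. Of the genes, 56948 were matched to GENCODE v44 on GRCh38 by identifier, which gave their names, biotypes and coordinates, 57 were named from other tables of the study and 1032 were left without a name.

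RNA-seq libraries held 43852966 to 63371489 exon counts in U343 and 43892586 to 55227415 in U251. Ribo-seq libraries held 5176895 to 15622423 CDS counts in U343 and 9026231 to 18168270 in U251. A gene with no more than 3 counts in every library of a group was taken as not measured in that group, and fold changes against such a group are given as lower bounds, as values of undetermined size or not at all. With 2 or 3 libraries per group, biological spread limits the precision more than counting error does.

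Expression was analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr, counts were normalized by TMM, and a quasi-likelihood model with 6 group means was fitted. Contrasts between time points were averaged over both lines with equal weight, and each line and the difference between the lines were also tested. Translation efficiency was analysed in the same way over all 34 libraries with 12 group means, with filtering and TMM within each assay, as the difference of the Ribo-seq and RNA-seq changes. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05, and a change of more than 1 log2 unit was counted separately. 8 gene sets were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01: zinc finger genes, collagen, laminin and integrin genes, semaphorins, ribosomal protein genes and initiation factors by symbol, and the E2F and FOXM1 targets of Fig. 2A and the module 2 hub genes from the paper. Apart from the efficiency of zinc finger genes, the paper reports changes in the families chosen by symbol from these same libraries. Their tests are not independent of it. Principal components and library correlations used log2 CPM with a prior count of 1. DESeq2 1.42.0 gave gene-wise dispersions and served as an alternative test, and Python 3.11.15 was used to read annotation and draw figures.

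The genes named in the text were chosen by a rule set before the data were examined. It covers every gene that the results and discussion of the paper name, the genes of each list of the paper that go against its direction and the 3 with the largest change each way, the 5 largest changes each way among genes past the threshold with a mean log2 CPM above 1 and the same direction in every same-numbered pair, the 3 genes with the smallest adjusted p-value each way for the difference between the lines, and the largest changes in the collagen, laminin and integrin families.

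Alternatives covered normalization by DESeq2 size factors, no filter and a filter at 10 counts in every library, each line alone, models without interaction or with the replicate number as a block, CDS in place of exon counts, the libraries of the compared time points alone, DESeq2's Wald test read on average and at each line, limma-voom and an empirical null for efficiency, other camera settings, and leaving out each replicate in turn. The replicate block is a model that adds the replicate number within each line, which pairs libraries across time points. Steps were tested on simulated data with 200 genes changed by 1 log2 unit, of which 67.9% of those tested were called for expression and 69.7% for efficiency, with 10 and 11 unchanged genes called. Splicing, clinical cohorts, qRT-PCR, read length and periodicity were not analysed here, and Riborex and fdrtool were not used here. Results for some single genes are not reported here.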

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

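The tests of library composition, of the p53 target genes, of a mislabelled line, of the interaction without 1 library and of the histone genes other than the count of gene copies were chosen only after the result was seen. The other tests were written down after the counts were read but before their own results were seen.

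In the RNA-seq library of U343 at T24, replicate 1, 51.8% of the alignments were at more than 1 place, against 30.1% to 32.9% in the other 8 U343 libraries, far from the others in Dixon's test at its 95% level. In the Ribo-seq library of U343 at T1, replicate 1, 66.9% of uniquely aligned reads were on the CDS, against 74.9% to 79.7% in the other 8. These are 2 of 24 groups of libraries tested, where chance gives about 1 in 20. In the RNA-seq library, mitochondrial ribosomal RNA took 2.76% of the exon counts, against 0.971% to 1.97% in the other 8, so ribosomal RNA left in the library is a candidate explanation. No biological explanation was tested for either library.

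The log2 fold change between T1 and T24 differed between U251 and U343 at 1432 genes in the edgeR interaction test, a difference between groups. Thinned to the depth of the smallest library, the counts gave 1394 genes, and without U343 T24 replicate 1 they gave 1572. No library lay on the other line's side of the first principal component (0 of 17), so none appears mislabelled. The real grouping of the 6 same-numbered pairs was the only 1 of the 10 splits with as many genes, and the next largest had 0, but 10 splits cannot give a share under 0.1. The genes with the smallest adjusted p-values were ID2, NFKBIA and KLF7, which changed more upward in U343, with differences of 2.81, 1.47 and 0.92, and FADS2, KIF24 and BRCA1, which changed more downward, with -1.42, -1.85 and -1.54. All 6 had an edgeR adjusted p-value under 0.05 in each of the 17 fits that left out 1 library. A test of 10 splits can settle the question of grouping neither way, and in that respect alone the difference cannot be told apart from how the pairs happened to group.

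The 27 E2F and FOXM1 targets of Fig. 2A fell more in U343 than in U251, with a set difference of -1.03 (camera adjusted p = 7.65e-35), and all 27 targets had the lower value in U343. With thinned counts the difference was -1.03, after adjustment for GC content, length and expression -1.09 (-1.11 with the replicate block), and without U343 T24 replicate 1 it was -1.20. Camera's p-value was as small in 1 of the 10 splits of the 6 same-numbered pairs, the real one, and 24 of the 27 targets passed the edgeR interaction test. Since 10 splits cannot give a share under 0.1, that test can settle the question of grouping neither way, and in that respect alone the difference cannot be told apart from how the pairs happened to group. A candidate explanation is a stronger p53 response in U343: 24 p53 targets that the paper does not name changed upward in U343 relative to U251 by 0.25 (camera p = 0.00140; 17 of 24 genes; 0.26 with the replicate block), and 0.21 with all 28 tested. This was noticed and tested on the same libraries and remains a hypothesis, and the p53 status of the lines was not analysed here.

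Single genes that the paper names and whose change between T1 and T24 differed between the lines, U343 less U251, had log2 differences of -1.07 for E2F1 (edgeR adjusted p = 0.00315), -1.72 for E2F2 (edgeR adjusted p = 0.0181), -1.42 for E2F8 (edgeR adjusted p = 7.84e-04) and -0.81 for FOXM1 (edgeR adjusted p = 0.00717). The set of module 2 hub genes differed by -0.22 (camera adjusted p = 1.80e-14; 67 genes lower and 1 higher in U343 past the threshold of the edgeR interaction test), but the paper found this set on these libraries. The other genes were -1.22 for VEGFA (edgeR adjusted p = 0.00475), -1.04 for BMP4 (edgeR adjusted p = 0.0295), -1.26 for NEAT1 (edgeR adjusted p = 0.00275), -0.65 for PPIH (edgeR adjusted p = 0.0397), -0.83 for FAM20C (edgeR adjusted p = 0.00551) and -1.27 for SERPINI1 (edgeR adjusted p = 0.00645). VEGFA, NEAT1 and SERPINI1 rose past the threshold in U251 and not in U343, and the interaction test showed this difference. BMP4 also passed it in U251 alone, and its smaller rise of 0.50 in U343 did not (edgeR adjusted p = 0.0620). With the replicate block all of these single genes passed the threshold too. No technical explanation was tested for these genes one by one.

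BTG2 changed between T0 and T1 by 2.12 more in U343 than in U251 on the log2 scale (edgeR adjusted p = 0.0175), up in all 3 U343 pairs and down in both U251 pairs. A candidate explanation is again p53: the 24 p53 targets that the paper does not name rose more in U343 at T1, with an effect of 0.21 (camera p = 1.05e-05; 17 of 24 genes; 0.20 with the replicate block), and 0.26 with all 28 tested. BTG2 belongs to the 28. Depth and GC content were not tested for this gene.

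Histone genes whose mRNA is made in S phase and mostly lacks a poly(A) tail form a signal that the paper does not report. The 34 that could be tested had a mean efficiency change of -0.77 between T1 and T24, negative at 25, and 7 had an edgeR adjusted p-value under 0.05. All 34 fell in Ribo-seq, with a mean of -1.04. The lines differed: efficiency changed by a mean of -2.08 in U343 and 0.55 in U251, where Ribo-seq changed by -1.70 and -0.37 and RNA-seq by 0.38 and -0.91.

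The histone tests were first run on all 34 genes and then, after those results were seen, without the 7 genes past the threshold, so that the genes that drew attention to the set did not enter. With 27 genes the set effect was -0.53 (-0.53 with the replicate block), -0.60 with thinned counts, where 22 of the genes could be tested, and -0.50 after adjustment for GC content, length and expression (-0.51 with the replicate block). With all 34 it was -0.78 (-0.78 with the replicate block), -0.89 (29 genes tested) and -0.77 (-0.78 with the replicate block), in the same order. The change in effect with thinned counts thus also reflects the genes that were lost. The difference between the lines was -2.97 with 27 genes (-3.00 with the replicate block) and -2.66 with all (-2.68 with the replicate block). The Ribo-seq labels of each line carry their own lane tag. If this is the sequencing lane, lane and line cannot be told apart in this difference.

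RNA-seq of polyadenylated RNA may miss most of this mRNA. Histone genes with a poly(A) tail had an efficiency change 0.55 above that of the 27 (permutation p = 0.132), and 0.80 above that of all 34 (permutation p = 0.0376). Leaving out the genes past the threshold removes the largest decreases, which by itself weakens this comparison, so the test leaves the explanation open. All 34 genes belong to families with several copies, and reads aligned at several places are not counted. The difference of -2.97 between the lines has the direction predicted from fewer cells in S phase at T24 in U343. Fewer such cells would lower the mRNA and its ribosome footprints alike, and RNA-seq that misses this mRNA would show the fall in Ribo-seq alone. In U343 Ribo-seq fell and RNA-seq did not, with 25 of 34 genes positive in RNA-seq. In U251 RNA-seq changed by -0.91, with 8 of 34 genes positive, more than Ribo-seq at -0.37, and over the 27 genes RNA-seq averaged -0.53, with 7 positive. These values go against that account in U251 and over both lines. The pattern in U343 cannot be told apart from fewer cells in S phase combined with the loss of unpolyadenylated mRNA in RNA-seq, and the whole cannot be told apart from shared reads. Cell cycle phase was not measured.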

How the results depend on the processing

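All alternatives were set before the data were examined except the contrast summed over both lines, which was chosen after seeing the data. No other test in this part was chosen only after the result was seen. Apart from fits that left out a library, 188 of 268 values of the 31 results that answer a comparison kept their direction and their side of the threshold, or stayed within 1.5 times the count or within 1 SD. The cause of the changes was not tested.

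From T0 to T1 (8 genes up, 5 down), the counts rose to 21 and 14 without a filter, 21 and 27 with the replicate block, and 23 and 60 with DESeq2's Wald test. With at least 10 counts in every library 11 fell, and with DESeq2 read at U343 18. Without the interaction the counts were 1 and 2, and in U343 alone 5 and 1. U251 alone gave 2 and 0 (371 down at an unadjusted p under 0.05), CDS counts 0 and 0 (275 and 422 unadjusted), and the libraries of T0 and T1 alone 0 down (547 unadjusted). Few genes change at T1 by any of these counts, and which ones pass depends on the processing.

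From T1 to T24 (2834 up, 2920 down), the count was 1461 up in U343 alone, 1525 down in U251 alone and 1905 down with DESeq2 read at U251. Between T0 and T24 (2533 and 2643) it was 1437 up and 898 down in U251 alone, 1400 up in U343 alone and 1345 down with DESeq2 read at U251. Genes that rose or fell by more than 1 log2 unit (486 and 131) numbered 165 and 46 with at least 10 counts in every library, 291 and 60 on CDS counts, 223 and 505 in U343 alone, 316 and 465 with DESeq2 read at U343, and 1627 and 882 with DESeq2's contrast summed over both lines. In U251 alone 731 rose, and with DESeq2 read at U251 772. The lncRNA counts (208 and 161) were 137 up with at least 10 counts in every library, 130 up and 72 down in U251 alone, 86 up in U343 alone and 100 down with DESeq2 read at U251, and cannot be given on CDS counts. Genes whose change differed between the lines numbered 3063 with the replicate block.

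For translation efficiency, DESeq2 with an empirical null gave 2 genes up and 14 down between T0 and T1, 31 and 52 between T1 and T24, and 9 and 31 between T0 and T24. DESeq2's Wald test gave 5 and 19 between T1 and T24 and 3 and 24 between T0 and T24. The replicate block gave 16 and 17 between T1 and T24, and 1 up between T0 and T24. U251 alone gave 2 up and 1 down between T1 and T24, and 0 down between T0 and T24 (171 unadjusted). Between T1 and T24 no gene rose (0) in U343 alone (473 unadjusted), without the interaction of line and time (302 unadjusted) or with limma-voom (378 unadjusted). Between T0 and T24, 17 fell in U343 alone, 7 with at least 10 counts in every library and 7 with limma-voom.

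The gain in efficiency of the zinc finger genes, 0.11, kept its size but no longer passed with the inter-gene correlation estimated from the data (0.11, camera adjusted p = 0.0576; over the alternatives other than leaving out a library, adjusted p ranged from 2.29e-05 to 0.0576, and 320 of 464 genes were positive). The first and second principal components held 98.0% and 0.311% of the RNA-seq variance with the 500 most variable genes and 88.2% and 4.55% after DESeq2's variance-stabilizing transformation, and 97.7% and 0.403%, and 86.1% and 5.13%, in Ribo-seq. The overlap of 5 genes between expression and efficiency was 3 on CDS counts, 8 at an adjusted p under 0.1, 0 for expression changes over 1 log2 unit and 22 with the replicate block. The dispersion difference was -0.00370 with edgeR's tagwise and -0.00386 with DESeq2's final dispersion, and reversed to 0.00184 with at least 10 counts in every library.

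Some single results reversed. BTG2 at T1 was -0.48 in U251 alone and -0.48 with DESeq2 read at U251. VEGFA was -0.058 in U343 alone and -0.014 with DESeq2 read at U343, and SERPINI1 -0.076 and -0.030. Camera's direction for the initiation factors turned upward without U343 T1 replicate 3, at an effect of -0.0055. Of all 1218 values for single genes under these alternatives, 1011 kept their direction and side, 172 were weaker, 29 stronger and 6 reversed, and leaving out a library made 107 of 1805 weaker and 7 stronger and reversed none.

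Leaving out 1 library at a time, the genes up and down ranged over 3 to 10 and 0 to 24 between T0 and T1, 2200 to 2866 and 2423 to 2977 between T1 and T24 and 1853 to 2780 and 2094 to 2802 between T0 and T24. The other ranges were 345 to 518 and 97 to 207 for changes over 1 log2 unit, 148 to 206 and 126 to 170 for lncRNAs and 966 to 1824 for differences between the lines. Genes with a change in efficiency, up and down, ranged over 0 to 2 and 5 to 11 between T1 and T24 and 0 to 2 and 9 to 13 between T0 and T24, and stayed at 0 between T0 and T1, where 214 genes had an unadjusted p under 0.05 with all libraries. The set effects ranged over -0.12 to -0.086 for the zinc finger genes at T1, -0.89 to -0.72 for the E2F and FOXM1 targets, 0.16 to 0.32 for collagen, laminin and integrin, 0.48 to 0.58 for semaphorins, -0.64 to -0.57 for module 2, -0.22 to -0.11 for ribosomal proteins, -0.075 to -0.0055 for initiation factors and 0.079 to 0.13 for zinc finger efficiency. The components ranged over 82.3% to 85.2% and 3.12% to 3.84% in RNA-seq and 85.8% to 87.8% and 3.03% to 3.60% in Ribo-seq. Leaving out a U251 library at T0 leaves 1 library in that group, so these fits give no value for comparisons with T0.

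Depth limits the lncRNAs and the genes at or under 3 counts in 1 line, whose averaged fold changes have no determined size, and the efficiency of genes with few Ribo-seq counts, since the smallest Ribo-seq library, U343 at T1, replicate 3, holds 5176895 CDS counts.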

Differences from the paper's values

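Apart from the contrast summed over both lines, no test in this part was chosen only after the result was seen. The paper's values are those of its text, its supplementary tables and, where named, its figures.

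Between T0 and T1, the paper's Supplementary Table S1 lists 23 upregulated and 60 downregulated genes, against 8 and 5 here. DESeq2's Wald test gave the paper's counts, 23 and 60. The count of upregulated genes also came within the paper's without a filter (21) and with the replicate block (21), and the other alternatives set before the data were examined closed neither gap. The paper states 18 downregulated zinc finger genes at T1, against 3 here and 17 with DESeq2's Wald test, the only alternative set before the data were examined that closed the gap.

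The paper states 161 lncRNA genes changed in expression between T1 and T24, against 369 here. U251 alone gave 202, U343 alone 217 and DESeq2 read at U251 241, which are within 1.5 times the paper's count, and the other alternatives set before the data were examined were not. DESeq2's contrast averaged over both lines called 160 of the paper's 161 lncRNAs, and the paper's fold changes had a median ratio of 2 to it. These values argue against a reading of 1 line in the paper. The annotation also differs, GENCODE v44 here and v25 in the paper, and its effect was not tested. The paper states a difference in mean dispersion of 0.04 between RNA-seq and Ribo-seq, against -0.00959 here, and none of the alternatives set before the data were examined closed the gap.

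For translation efficiency between T0 and T1, the paper's Supplementary Table S8 lists 5 genes up and 6 down, against 0 and 0 here (214 at an unadjusted p under 0.05), and none of the alternatives set before the data were examined closed either gap. Between T1 and T24 the paper's table lists 90 up and 57 down, against 1 and 9 here. With DESeq2 and an empirical null, 52 fell, within the paper's count, and 31 rose, and no other alternative set before the data were examined closed either gap. Between T0 and T24 the paper shows about 18 up and about 26 down in Fig. S4C, read by eye, against 0 and 11 here (463 at an unadjusted p under 0.05). DESeq2's Wald test gave 24 down and the empirical null 31, both within the paper's count, and no alternative set before the data were examined closed the gap for genes up.

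For 35 of the genes that the text of the paper names, the log2 fold changes of its Supplementary Table S1 were larger in size than those here. The expression changes of the other named genes were not compared in this way. From T0 to T1, the paper's value against that here was ZFP36 1.25 against 0.62, FBXW7 0.69 against 0.34, SMAD7 1.74 against 0.87, BTG2 1.17 against 0.58 and PLK3 1.34 against 0.67. From T1 to T24 it was ITGB3 1.63 against 0.79, SRC 1.01 against 0.48, VEGFA 1.14 against 0.55, EPHA4 1.87 against 0.91, DLG4 1.27 against 0.61, MAPK3 1.08 against 0.52, BMP4 2.08 against 1.02, MIR155HG -5.80 against -3.26, CYTOR -1.08 against -0.56, NEAT1 1.351 against 0.65, FTX 0.98 against 0.47, LGALS3 1.38 against 0.67, HES2 3.56 against 1.68, NOTCH3 2.15 against 1.04, MFNG 2.64 against 1.29, JAG2 2.69 against 1.32, MUC1 2.59 against 1.27, LMO2 2.25 against 1.10, PML 1.12 against 0.54, PDGFRB 1.78 against 0.87, BCL3 1.40 against 0.68, BCL6 1.17 against 0.56, IDO1 2.92 against 1.41, FAM20C 1.60 against 0.78, SEMA3F 1.43 against 0.69, ADAMTSL4 2.63 against 1.28, ADAMTS14 2.95 against 1.46, SERPINA5 3.37 against 1.62, CRELD1 1.11 against 0.53 and SERPINI1 1.16 against 0.56. The averaged values of MIR155HG and HES2 have no determined size, since in U343 MIR155HG had no count at T24 and no library held more than 2 counts of HES2 at T24 or more than 1 at T1.

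Of these 35 values, 6 were within the error in U251 alone (VEGFA, NEAT1, NOTCH3, LMO2, ADAMTSL4, SERPINI1) and 6 with DESeq2 read at U251 (VEGFA, NEAT1, NOTCH3, LMO2, ADAMTSL4, SERPINI1), 2 in U343 alone (FBXW7, MIR155HG, the latter with no count in U343 at T24, so that this value has no determined size) and 2 with DESeq2 read at U343 (FBXW7, FTX). The other alternatives set before the data were examined closed the gap for none of them. DESeq2's contrast summed over both lines, which is 2 times the averaged one and was chosen after seeing the values, gives the paper's value for each of them.

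The paper counts ZFP36, FBXW7, BTG2 and PLK3 among the genes upregulated at T1. Here their log2 fold changes were positive with edgeR adjusted p-values of 0.331, 0.186, 0.237 and 0.236. DESeq2's Wald test calls all of them. ZFP36 is also called by DESeq2 read at U251, FBXW7 in U343 alone and by DESeq2 read at U343, BTG2 without a filter, with the replicate block, in U343 alone and by DESeq2 read at U343, and PLK3 without a filter and with the replicate block.

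The paper describes ITGB5 as upregulated at T24. Here its edgeR adjusted p was 0.0548 at a log2 fold change of 0.22, up in all 6 pairs, and it is called with DESeq2 size factors, without a filter, with at least 10 counts in every library, with the replicate block and by DESeq2's Wald test. SERPINA3 was called by no setting (log2 fold change 0.57), and SERPINA12, which was not tested after filtering, was called by DESeq2's Wald test, with a log2 fold change of 2.08. In Table 1, APIP and FTH1 were called up in expression by no setting that was run, with log2 fold changes of -0.42 and -0.031. ASAH1, BMP7, CEBPB, LMO1, MSI1 and TEC rose without passing the threshold and are called with the replicate block and by DESeq2's Wald test, and by other settings for some. ASAH1 is also called with DESeq2 size factors, without a filter, with at least 10 counts in every library, on CDS counts and with the libraries of T1 and T24 alone, BMP7 without a filter and by DESeq2 read at U251, CEBPB with at least 10 counts in every library and by DESeq2 read at U343, LMO1 without a filter, with the libraries of T1 and T24 alone and by DESeq2 read at U343, MSI1 with at least 10 counts in every library, in U251 alone, on CDS counts and by DESeq2 read at U251, and TEC without a filter. In Table 2, ESRP1 (log2 fold change 0.99) is called without a filter, with the replicate block and by DESeq2's Wald test.

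The paper describes translation initiation factors as lower in translation efficiency at T24, and its Fig. 5B draws EIF3L and EIF4B. Here these changed by -0.29 and -0.36 without passing the threshold. The 46 genes chosen by symbol, a wider set, had a set effect of -0.038 (camera adjusted p = 0.344; 26 of 46 negative). The paper describes MTOR, APIP and LRIG2 as changed in translation efficiency. MTOR, at -0.19, was called by no setting, APIP, at 0.65, by DESeq2 with an empirical null, and LRIG2, at 0.63, with the replicate block and by DESeq2's Wald test with and without an empirical null. Among the other genes of Fig. 5B, RPL11, RPL35A, RPL6, RPS18, EIF3L, RPSA, RPS14, EEF2, EIF4B, RPL24, RPL5 and SHC1 were called by no setting and RPS4X, RPS7, TOX4, RPS23, RPL13A, RPL27, RPL37A, RPL3, HDAC5 and TFEB by DESeq2 with an empirical null alone. RPL13 was called with at least 10 counts in every library, with the replicate block and by DESeq2's Wald test with and without an empirical null, RACK1, RPL4, EEF1G and TPT1 with the replicate block and by DESeq2's Wald test with and without an empirical null, and RPS6 by DESeq2's Wald test with and without an empirical null.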

Other observations

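The test of the fold changes of Supplementary Table S1 was chosen only after the result was seen. The other tests were written down after the counts were read but before their own results were seen. To see how often a regrouping of the libraries would give results as large, time points were swapped within same-numbered pairs in all ways, which makes 32 splits with the real one counted; for comparisons with T0 the unpaired U251 library stayed in place.

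Between T0 and T1, 1 of 32 splits gave as many genes as the 13 found, the real one, and the next largest gave 1. From T1 to T24 the count was 1 of 32 splits for 5754 genes (next largest 2036), 1 of 32 for the 617 genes changed by more than 1 log2 unit (next largest 137) and 1 of 32 for the 369 lncRNAs (next largest 78). Between T0 and T24 it was 1 of 32 for 5176 genes (next largest 2576). For efficiency, all 32 of 32 splits gave no gene between T0 and T1, where 214 had an unadjusted p under 0.05 in the real one, while 1 of 32 gave as many as the 10 between T1 and T24 and 1 of 32 as many as the 11 between T0 and T24, with 6 genes in the next largest of each.

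For the gene sets, the camera p-value was as small in 1 of 32 splits for the zinc finger genes at T1, 1 of 32 for their efficiency, 2 of 32 for the ribosomal proteins, 8 of 32 for the E2F and FOXM1 targets, 4 of 32 for collagen, laminin and integrin, 4 of 32 for the semaphorins and 20 of 32 for the initiation factors. The module 2 hub genes gave 1 of 32, which shows no stability since the paper defined them on these libraries. The 8 splits for the E2F and FOXM1 targets are all 8 that kept the U343 pairs together, whatever the U251 pairs did, and with the U251 pairs together 2 of 8 were as small. In U343 alone the set effect was -1.33, and in U251 alone it was -0.29, which also passed the threshold (camera adjusted p = 0.0139), with single targets from -0.61 to 0.14 in U251. Over all alternatives of the averaged set other than leaving out a library, these 2 among them, adjusted p ranged from 9.70e-49 to 0.0300. These 8 splits keep the whole change in U343, so they show that the averaged p-value rests on U343 and cannot show whether it overstates the evidence. The paper drew these targets from genes it found downregulated on these same libraries, so the p-values of the averaged set show no stability. For collagen, laminin and integrin and for the semaphorins, regrouped libraries gave p-values as small in more than 1 split in 20, so camera's p-values of these sets may overstate the evidence, and the same holds for the ribosomal proteins.

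The 75 ribosomal protein genes lost efficiency with an effect of -0.16 (camera adjusted p = 1.41e-20; 60 of 75 genes). With thinned counts it was -0.18, without a filter -0.090, and after adjustment for GC content, length and expression -0.18 (-0.18 with the replicate block). 70 of the genes have at least 1 pseudogene, and the pattern cannot be told apart from a change in reads shared with those copies or, with 2 of 32 splits as small, from how the libraries happened to group.

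Zinc finger genes were lower at T1 by a set effect of -0.11 (camera adjusted p = 1.03e-11; 352 of 505 genes), -0.10 with thinned counts and -0.094 after adjustment for GC content, length and expression (-0.085 with the replicate block). Their efficiency rose between T1 and T24 by 0.11 (camera adjusted p = 1.74e-05; 320 of 464 genes), 0.11 with thinned counts and 0.097 after the adjustment (0.089 with the replicate block), and no single gene passed the threshold, where 592 genes of all kinds had an unadjusted p under 0.05. Reads shared between paralogs were not tested for these genes, and neither pattern can be told apart from that explanation.

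If FTH1 gained efficiency through regulation that both ferritin genes share, FTL would gain too. FTL changed by 0.61 (edgeR adjusted p = 0.746), and by 0.64 with the replicate block (edgeR adjusted p = 0.0476), so the test leaves this open. The exon counts list 25 pseudogenes of FTH1, and the gain cannot be told apart from a change in reads shared with them.

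Genes of Supplementary Table S8 were called for expression here more often than the background. Of the 145 genes tested for both, 74 were called (51.0%, against 39.3% of all genes tested for both). Of these 74 genes, 59 changed in efficiency and expression in opposite directions (exact binomial p = 2.55e-07), as would follow from RNA-seq counts that enter both measures, a candidate explanation beside buffering of mRNA changes by translation, which this test cannot separate.

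The log2 fold changes of Supplementary Table S1 had a median ratio of 2 to DESeq2's contrast averaged over both lines. This held over the 83 genes between T0 and T1, and over 1999 upregulated genes and the 161 lncRNAs between T1 and T24. The ratio hardly varied between genes, at 1.99999 in the 5th and 2.00001 in the 95th percentile of the 1999. A candidate explanation is a contrast summed over both lines in place of averaged. With that contrast, chosen after seeing the data, 1627 genes rose and 882 fell by more than 1 log2 unit between T1 and T24. The fold changes of Supplementary Table S8 had a median ratio of 1.02 to the averaged efficiency contrast between T1 and T24.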
